# Delayed processing of blood samples impairs the accuracy of mRNA-based biomarkers

**DOI:** 10.1038/s41598-022-12178-5

**Published:** 2022-05-17

**Authors:** Chace Wilson, Nicholas W. Dias, Stefania Pancini, Vitor Mercadante, Fernando H. Biase

**Keywords:** Predictive markers, Transcriptomics, Gene expression analysis, Functional genomics, Genomics

## Abstract

The transcriptome of peripheral white blood cells (PWBCs) are indicators of an organism’s physiological state, thus making them a prime biological sample for mRNA-based biomarker discovery. Here, we designed an experiment to evaluate the impact of delayed processing of whole blood samples on gene transcript abundance in PWBCs. We hypothesized that storing blood samples for 24 h at 4 °C would cause RNA degradation resulting in altered transcriptome profiles. There were no statistical differences in RNA quality parameters among samples processed after one, three, six, or eight hours post collection. Additionally, no significant differences were noted in RNA quality parameters or gene transcript abundance between samples collected from the jugular and coccygeal veins. However, samples processed after 24 h of storage had a lower RNA integrity number value (*P* = 0.03) in comparison to those processed after one hour of storage. Using RNA-sequencing, we identified four and 515 genes with differential transcript abundance in samples processed after storage for eight and 24 h, respectively, relative to samples processed after one hour. Sequencing coverage of transcripts was similar between samples from the 24-h and one-hour groups, thus showing no indication of RNA degradation. This alteration in transcriptome profiles can impair the accuracy of mRNA-based biomarkers, therefore, blood samples collected for mRNA-based biomarker discovery should be refrigerated immediately and processed within six hours post-sampling.

## Introduction

Blood is a fluid connective tissue that links the entire biological system of an individual, and is composed of plasma and red and white blood cells^1^. Liew and colleagues^1^ coined the idea of the “sentinel principle”, whereby blood can harbor molecular indicators of physiological changes in organs, tissues, and cells. Gene transcripts in peripheral white blood cells (PWBCs) are among these molecular indicators. The transcriptome profile of PWBCs is distinct from one individual to another^2,3^, and the profile is as dynamic as the physiological changes that an individual experiences^4–6^. Most importantly, changes in gene expression are detected in the blood relative to several environmental and pathological factors (reviewed in^1,7^).

Liquid biopsy, including from blood, has emerged as a powerful source of biological material for studying messenger RNA (mRNA) based biomarkers^8^. For instance, mRNAs have been associated with chemo-sensitivity in advanced gastric cancer patients^9^, non-small cell lung cancer^10^, acute ischemic stroke^11^, neuroendocrine tumor^12^, prostate cancer^13^, hepatocellular carcinoma^14,15^, and Huntington’s disease^16^. In reproductive health, several studies have focused on changes in genes expressed in PWBCs. A cohort of women who were enrolled in the PREVIENI project^17^, and identified as infertile, presented altered levels of diverse genes expressed in the PWBCs relative to fertile women^18,19^. Recently, we have identified several genes that are differentially expressed when contrasting heifers of different pregnancy outcomes (pregnant by AI, pregnant by natural breeding, or not pregnant)^20,21^. Therefore, the analysis of mRNAs is one possible avenue for the determination of bloodborne molecules that serve as biomarkers of health.

The processing of blood samples for the separation of the buffy coat followed by resuspension in TRIzol Reagent and immediate cryopreservation at − 80 °C is very efficacious for the extraction of RNAs with high quality and purity^20–23^ suitable for producing data by RNA-sequencing^20,21,24,25^. However, when the site of collection cannot be used to process the blood samples, there is a window of time between sampling and collection. Malentacchi et al. detected the alteration of transcript abundance of one gene, out of seven tested by polymerase chain reaction, when samples were stored for 24 h at 4 degrees Celsius (°C)^26^. To date, no study has carried out a systematic interrogation of the transcriptome of PWBCs to understand the consequences of storing blood on the alteration of transcript abundance.

Here, we designed an experiment to systematically interrogate the consequences of storing blood samples at different periods up to 24 h at 4 °C on RNA degradation and the transcriptome profile in PWBCs. We hypothesized that the preservation of blood samples for 24 h at 4 °C would lead to RNA degradation, which would result in an alteration in the transcriptome profile of PWBCs.

## Results

### Overview of the experimental design

We collected blood samples from five estrus-synchronized heifers. Ten mL of blood were drawn from the coccygeal vein and five samples of 10 mL were drawn from the jugular vein within seconds among all samplings within each animal. All samplings were performed within 45 min. All tubes were preserved on ice and the samples from the jugular vein were randomly assigned to different groups for delayed processing (one, three, six, eight or 24 hours (h), Fig. 1A). At the assigned time, PWBCs were isolated, pelleted and resuspended in TRIzol™ Reagent for cryopreservation at  − 80 °C. We extracted total RNA from all samples in one batch, assessed quantity and quality and submitted all samples for library preparation prior to freezing (Fig. 1B).

**Figure 1:**
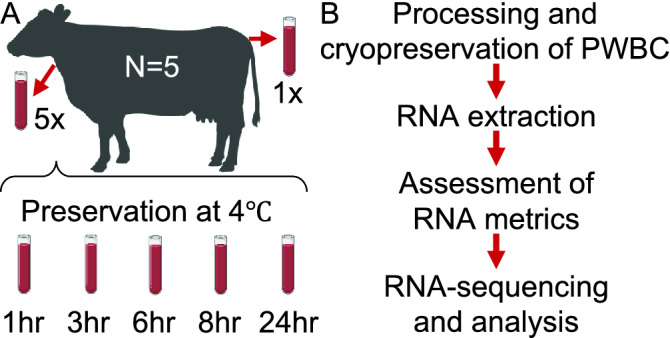
Experimental design and workflow. (**A**) Overview of the experimental design with the number of subjects and tubes processed at different times after storage at 4 °C. (**B**) Workflow of the assays from sample processing to RNA-sequencing. Elements of this figure were created with BioRender.com.

### Parameters of total RNA based on sampling location and processing delay

We extracted total RNA from 30 samples in one batch, with an average yield of 11.8 µg ± 4.5. There was no difference (P > 0.05) of the parameters from the samples obtained from the coccygeal versus jugular vein (Table 1, Supplementary Fig. S1). We then compared the effect of delayed processing on the parameters from samples obtained from the jugular vein. There was no difference (*P* > 0.05) for values of absorbance (A_260_ and A_280_) and the ratio (A_260_/A_280_). However, there was an effect (*P* = 0.03) of the time for delayed processing on the RNA integrity number (RIN). The samples processed 24 h post-collection presented lower RIN relative to the samples processed 1 h post-collection ($${\overline{x} }_{RIN.1hr}$$=8.52 ± 0.37, $${\overline{x} }_{RIN.24hr}$$=8 ± 0.37, *P* = 0.03, Z-test, Table 1, Supplementary Fig. S2).

**Table 1:** RNA parameters obtained from peripheral white blood cells.

Processing Time	RIN		A_260_		Ratio(A_260_/A_280_)	
	$$\overline{x }$$	$$\widehat{\sigma }$$	$$\overline{x }$$	$$\widehat{\sigma }$$	$$\overline{x }$$	$$\widehat{\sigma }$$
**Coccygeal**						
1 h	8.48	0.16	13.27	4.02	1.93	0.02
**Jugular**						
1 h	8.52	0.37	15.99	2.75	1.93	0.02
3 h	8.60	0.23	17.74	6.34	1.93	0.01
6 h	8.66	0.23	13.76	4.84	1.93	0.02
8 h	8.34	0.33	12.40	6.85	1.91	0.06
24 h	8.00	0.37	14.48	2.52	1.92	0.03

$$\overline{x }$$: average; $$\widehat{\sigma }$$: standard deviation.

### Quality of libraries produced based on sampling location and processing delay

Because the lowest value for RIN was 7.4, which is suitable for transcriptome analysis^27^, we proceeded with RNA-sequencing and produced genome-wide transcriptome data for all 30 samples. On average, we produced 29,871,716 ± 3,365,045 pairs of reads per sample (ranging from 21,139,000 to 34,856,707, median 29,941,861, Table 2).

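Peripheral white blood cells (PWBCs) are the nucleated cells recovered from the buffy coat of blood, and 15 of their libraries were analysed here. These were 5 libraries of blood drawn from the coccygeal vein (in the tail) and processed at 1 h, 5 libraries of blood drawn from the jugular vein (in the neck) and processed at 1 h, and 5 libraries of jugular blood stored for 24 h at 4 °C. Each of the 5 heifers, named subjects A to E as in Fig. 2, gave 1 library to each group, and samples stored for 3, 6 or 8 h were not used here. The authors trimmed and aligned the read pairs, removed duplicates, counted the fragments that matched each Ensembl gene, and deposited these counts without normalization for 27607 genes.

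The total count per library ranged from 14631199 to 18057770 (median 17280090) for the coccygeal vein at 1 h. It ranged from 12412619 to 19492274 (median 17227524) for the jugular vein at 1 h and from 12675307 to 18207309 (median 15846378) at 24 h. The mean count was 56.0% of the paper's mean of 30214519 ± 4270887 (SD) read pairs for the coccygeal vein, 58.3% of 28452995 ± 5098116 for the jugular vein at 1 h, and 52.9% of 29683203 ± 2546563 at 24 h. From 1 h to 24 h the total count fell by 876769 on average (SD of the paired difference 1377000, n = 5), and it was higher at 24 h in 2 of 5 subjects (Friedman test with the 2 times permuted within subjects, exact, two-sided, p = 1). With 2 times the Friedman test uses only the direction in each subject, so that its p does not measure the size of the fall. The coccygeal total exceeded the jugular total at 1 h by 346087 on average (SD 2987000, n = 5) and was higher in 1 of 5 subjects (exact sign-flip permutation test, two-sided, p = 1). With 5 pairs, the smallest two-sided p that either test can give is 1 in 16. The 10 genes with the most counts took between 3.52% and 4.11% of a library, so that no small set of genes set the scale of any library. At these depths 3 counts correspond to between 0.154 and 0.242 CPM (the paper's unit of counts scaled to library size), a limit that covers counting error only.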

**Table 2:** Metrics for RNA-sequencing data produced from peripheral white blood cells.

Processing Time	Reads Produced		Genes detected before filtering		Genes detected after filtering		Proportion of reads matching annotation		3’/5’ Bias	
	$$\overline{x }$$	$$\widehat{\sigma }$$	$$\overline{x }$$	$$\widehat{\sigma }$$	$$\overline{x }$$	$$\widehat{\sigma }$$	$$\overline{x }$$	$$\widehat{\sigma }$$	$$\overline{x }$$	$$\widehat{\sigma }$$
**Coccygeal**										
1 h	30,214,519	4,270,887	13,135	167	12,490	51	0.56	0.04	0.51	0.02
**Jugular**										
1 h	28,452,995	5,098,116	13,055	165	12,462	74	0.58	0.03	0.51	0.03
3 h	32,132,121	1,968,340	13,118	128	12,499	49	0.56	0.03	0.50	0.01
6 h	28,263,832	2,338,260	13,130	139	12,497	57	0.59	0.02	0.51	0.03
8 h	30,483,625	3,040,358	13,102	132	12,478	54	0.57	0.04	0.52	0.02
24 h	29,683,203	2,546,563	13,112	105	12,502	40	0.53	0.08	0.52	0.01

There was no difference (*P* > 0.05) on library parameters of 3’/5’ bias, efficiency of reads assigned to the annotation, number of genes in relationship to the location of blood sampling, nor the delayed processing of the samples (Table 2, Supplementary Fig. S3 and S4). We noted, that among the samples with delayed processing, the library with the lowest efficiency of reads assigned to the annotation (40%) did not originate from the sample with lowest RIN (7.4), but both samples were processed after 24 h of preservation at 4 °C. Further interrogation of the relationship between RIN and library percentage of reads assigned to the annotation showed only a moderate correlation between these two metrics (*Pearson’s r* = 0.3799, P = 0.0610).

There was no difference (*P* > 0.05) for number of genes detected pre- or post-filtering in relationship to sampling location or delayed processing (Table 2, Supplementary Fig. S3 and S4). 

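Genes were taken as detected when they had a CPM of at least 1. The coccygeal libraries had 13304 ± 145 such genes (SD, n = 5), the jugular libraries processed at 1 h had 13242 ± 186 (SD, n = 5) and those processed at 24 h had 13345 ± 126 (SD, n = 5). Paired by subject, the coccygeal libraries had 61.6 more genes than the jugular libraries (SD of the difference 109, n = 5, exact sign-flip permutation test, two-sided, p = 0.3125), with more genes in 4 of 5 subjects. After 24 h of storage 103 more genes were detected than at 1 h (SD of the difference 162, n = 5), with more genes in 3 of 5 subjects (Friedman test permuted within subjects, exact, two-sided, p = 1). Unlike the sign-flip test, this test uses only the direction in each subject, so that its p does not measure the size of the difference. Adjusted by the Benjamini-Hochberg method over the 4 exact tests on library totals and genes detected, each p was 1. Without the pairing, the exact two-group permutation test gave p = 0.5397 for the veins and p = 0.3095 for the storage times. Both differences were smaller than the spread between subjects. Counting every gene with at least 1 count moved the difference between veins most, to 179 genes (exact sign-flip permutation test, n = 5, p = 0.375).

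**Figure D1:**
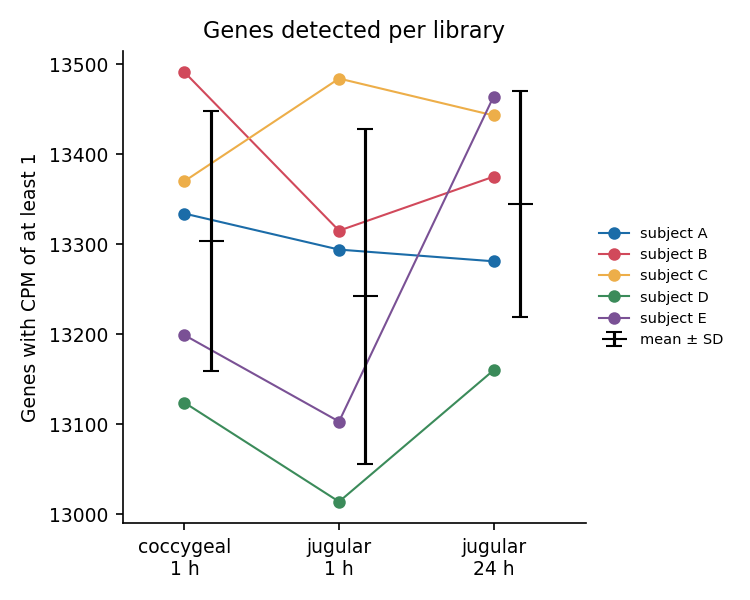
Number of genes with a CPM of at least 1 (vertical axis, which does not start at 0) in each of the 15 libraries, by group (horizontal axis). Lines join the libraries of a subject, and the bars give the mean ± SD of the 5 subjects. Subject D had the fewest genes in each group, from 13014 to 13160.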

After filtering for lowly expressed genes (FPKM > 1 and CPM > 1 in five or more samples), we quantified transcript abundance for 12,414 protein-coding genes, followed by 287 long non-coding RNAs and 109 pseudogenes.

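The filter on CPM was applied here to the 15 libraries, with a CPM above 1 required in 5 or more of them, and 13630 of the 27607 genes passed. The FPKM part of the filter needs the length of every gene and was not applied here. Among the genes that passed, 13163 ± 75.3 were detected in the coccygeal libraries (SD, n = 5), 13124 ± 125 in the jugular libraries at 1 h (SD, n = 5) and 13193 ± 77.8 in the jugular libraries at 24 h (SD, n = 5). The deposited counts list genes by Ensembl identifier, and names were taken from the paper's supplementary tables, which name 1733 (12.7%) of the genes that passed. The split into protein-coding genes, long non-coding RNAs and pseudogenes was not analysed here.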

### Differential transcript abundance based on sampling location and processing delay

First, we tested whether transcript abundance would be distinguishable based on the location of sampling. 

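Transcript abundance at 1 h was compared between the veins in the 10 coccygeal and jugular libraries, with the subject as a block. Of the 13630 genes tested, 0 had an FDR under 0.05 in edgeR's quasi-likelihood test and 0 in DESeq2's Wald test. In edgeR 261 genes had an unadjusted p-value under 0.05, where an even spread of p-values would place 681.5. CRYGS (crystallin gamma S, chromosome 1 of ARS-UCD1.2, 80690735 to 80696502) had the smallest p-value. Its abundance was 1.63 ± 0.982 CPM in coccygeal blood (SD, n = 5) and 0.919 ± 0.478 CPM in jugular blood (SD, n = 5), a log2 fold change of 0.81 with an adjusted p of 0.9996 in edgeR, in the same direction in 5 of 5 subjects. The paired libraries resembled each other: deviations from the group means correlated with a mean r of 0.658 across genes between libraries of the same subject and of -0.164 between libraries of different subjects. The second value follows largely from the first, because deviations from a group mean sum to 0, and is no separate evidence. Fitted with no replicate block, 0 genes passed as well, and 23 had an unadjusted p-value under 0.05. The result moved most when the filter was left out and edgeR was used alone, a combination chosen after seeing the data: 18 genes then had an FDR under 0.05 in edgeR, all 18 with greater abundance in coccygeal blood and none of them among the genes that passed the filter.

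**Figure D2:**
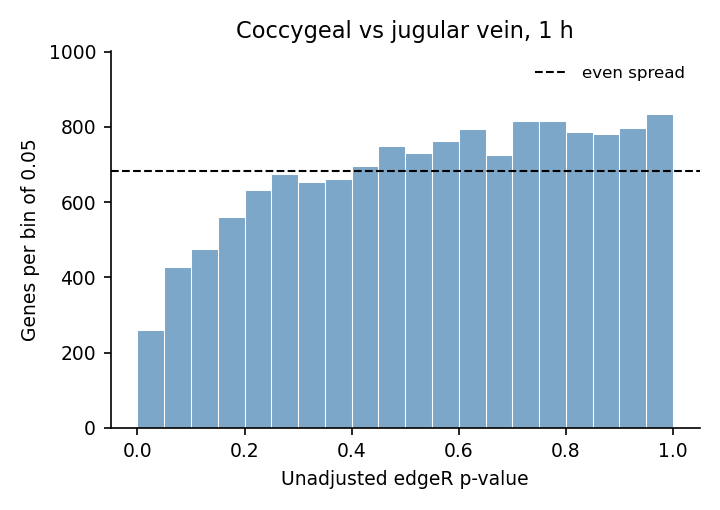
Histogram of the unadjusted edgeR p-values of the 13630 genes (horizontal axis, bins of 0.05) for the coccygeal against the jugular vein at 1 h, with the number of genes per bin on the vertical axis. The dashed line marks the 681.5 genes per bin of an even spread, and the first bin holds 261 genes.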

The results show no difference (FDR > 0.05) between transcripts from samples obtained from coccygeal or jugular veins. Next, we assessed the consistency of transcript abundance within each animal by calculating the correlation of the transcript abundance between the two sources of sampling. 

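Variance stabilized counts of the 13630 filtered genes were correlated across genes, which are not independent replicates, between the coccygeal and the jugular library of each subject at 1 h. Pearson's r was 0.994 in subject A, 0.992 in subject B, 0.991 in subject C, 0.998 in subject D and 0.996 in subject E, with a mean of 0.994 ± 0.00283 (SD, n = 5). Between libraries of different subjects, r was lower in each of the 40 pairs, from 0.968 to 0.989 with a median of 0.983. Spearman's rho within subjects averaged 0.994 ± 0.00299 (SD, n = 5). Taking log2(CPM + 1) in place of the variance stabilized counts gave a mean r of 0.993, and leaving out the filter gave 0.996.

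**Figure D3:**
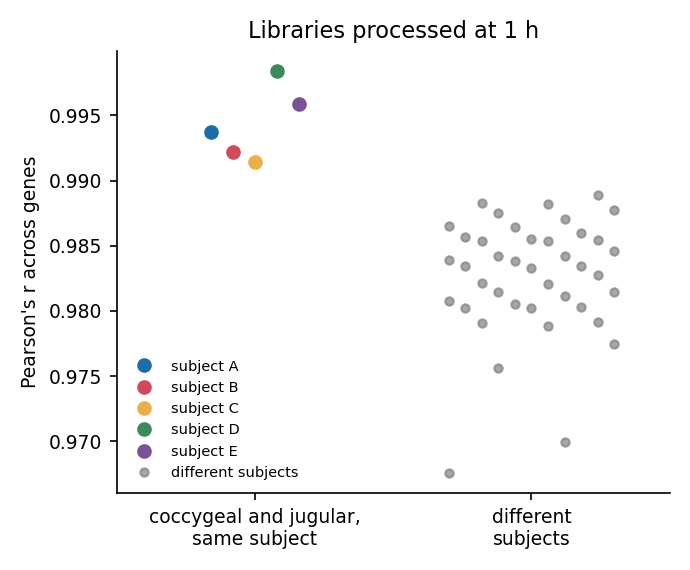
Pearson's r across genes (vertical axis, which does not start at 0) between libraries processed at 1 h. Colored points are the coccygeal and jugular library of 1 subject, and grey points are the 40 pairs of libraries from different subjects, of which the highest is 0.989.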

The Pearson’s correlation coefficients were greater than 0.99 for all subjects. Both results convergently show no variation in transcript abundance within subject based on sampling source (Fig. 2). Thus, mRNA quantitation data collected from liquid biopsies are consistent regardless of which vein is used for sampling.

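Within single subjects, the number of filtered genes that differed by more than 1 log2 unit between the coccygeal and the jugular library was 124 in subject A, 307 in subject B, 280 in subject C, 71 in subject D and 144 in subject E. In subject B, 252 of these genes were higher in coccygeal blood. Only 1 of the 13630 genes was higher by more than 1 log2 unit in coccygeal blood in all 5 subjects, and 0 were lower. That gene, ENSBTAG00000021466, singled out after its values were seen, had between 20 and 5849 counts in the coccygeal libraries and between 0 and 28 in the jugular libraries at 1 h, and an adjusted p of 0.9996 in edgeR with a log2 fold change of 6.86. The supplementary tables used here do not pair this identifier with a name. The libraries of subject D lay closest to each other, and their counts still differed by more than the sampling noise, with a median squared difference of 1.55 times that of sampling noise, against 3.01 to 5.78 in the other subjects. From the absence of genes with FDR < 0.05 and the high correlation coefficients within subjects, the paper concludes that the vein used for sampling does not change the quantification of transcripts.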

**Figure 2:**
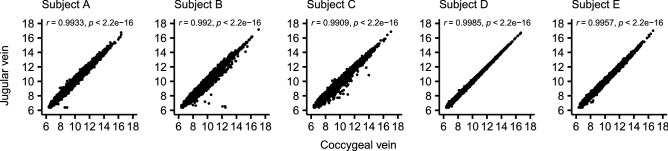
Transcript abundances obtained from the jugular and coccygeal veins from different subjects. The values presented are variance stabilizing read counts obtained from the “DESeq2” package^55^.

Second, we asked if the transcript abundance in PWBCs would change if blood samples remained stored at 4 °C for different periods of time, relative to the processing of the blood samples within one hour of collection. There was no differential transcript abundance between the samples stored for three or six hours at 4 °C relative to the samples processed within one hour of collection (FDR > 0.05, Fig. 3A).

**Figure 3:**
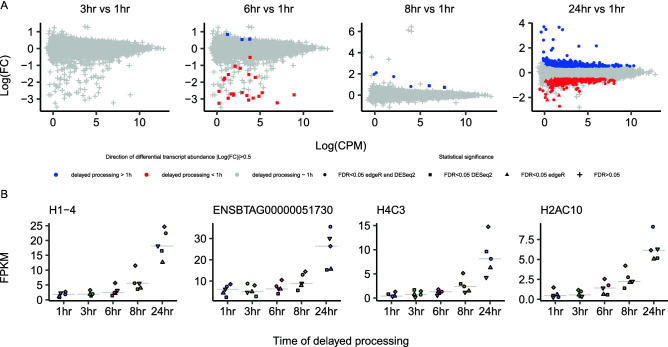
Comparison of transcript abundance in PWBCs from blood samples processed after prolonged storage at 4 °C. (**A**) M-A plots of the contrasts between each of the prolonged storage times versus samples processed within one hour. Gray shapes indicate genes whose transcript abundance are not significantly altered following the preservation of blood samples (FDR > 0.05). Squares indicate genes whose transcript abundance were significantly altered (FDR < 0.05) based on the DESeq2 algorithm. Triangles indicate genes whose transcript abundance were significantly altered (FDR < 0.05) based on the edgeR algorithm. Circles indicate genes whose transcript abundance were significantly altered (FDR < 0.05) based on both DESeq2 and edgeR algorithms. (**B**) Transcript abundance for genes with differential abundance in both the ‘8 h vs 1 h’ and ‘24 h vs 1 h’ contrasts.

By comparison, we identified four and 515 genes with differential transcript abundance between samples stored for eight and 24 h, respectively, at 4 °C relative to the samples processed within one hour of collection (Fig. 3A). 

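Transcript abundance was compared between the 5 jugular libraries stored for 24 h and the 5 processed at 1 h, with the subject as a block. Samples stored for 8 h were not analysed here. Of the 13630 genes tested, 1658 had an FDR under 0.05 in edgeR's quasi-likelihood test and 1446 in DESeq2's Wald test. Differential transcript abundance, taken as an FDR under 0.05 in both tools and an absolute log2 fold change above 0.5, was found for 357 genes (2.62% of those tested). The threshold on the fold change moved this number most. Without it 1292 genes passed, and with an absolute log2 fold change above 1 there were 26. Libraries of the same subject deviated together from the group means, with a mean r of 0.620 across genes against -0.155 between different subjects. The negative value follows largely from taking deviations from the group means and is no separate evidence. A fit with no replicate block left 27 genes.

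**Figure D4:**
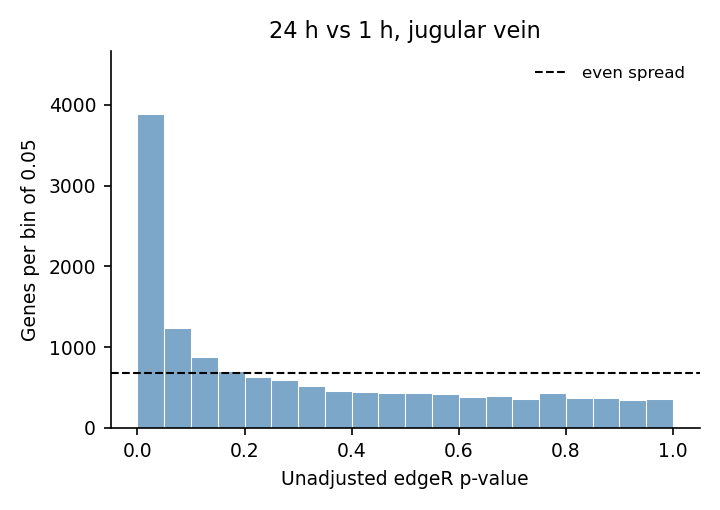
Histogram of the unadjusted edgeR p-values of the 13630 genes (horizontal axis, bins of 0.05) for jugular blood stored for 24 h against 1 h, with the number of genes per bin on the vertical axis. The first bin holds 3893 genes, and the dashed line marks the 681.5 genes per bin of an even spread.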

Notably, the four genes detected in the ‘8 h vs 1 h’ contrast were also detected in the ‘24 h vs 1 h’ contrast with higher transcript abundance in the preserved samples relative to those processed within one hour of collection (Fig. 3B). Furthermore, 291 and 224 genes presented greater and lower abundance, respectively, for the ‘24 h vs 1 h’ contrast (please see Supplementary Table S1 for the lists of genes, and Supplementary Fig. S5 for the individual graphs of transcript abundance for all genes for the contrast ‘24 h vs 1 h’). These results show that storage of blood samples for ≥ 8 h prior to cryopreservation of PWBCs causes significant changes in the transcriptome profile.

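3 of these 4 genes could be followed at 24 h. H1-4 (ENSBTAG00000047206, H1.4 linker histone, protein coding, chromosome 23 of ARS-UCD1.2, 31796098 to 31796757) had 1.16 ± 0.514 CPM at 1 h (SD, n = 5) and 12.4 ± 3.13 CPM at 24 h (SD, n = 5). Its log2 fold change was 3.45 in edgeR (adjusted p = 1.17e-05) and 3.47 in DESeq2 (standard error 0.25, adjusted p = 3.43e-40), and the rise was between 2.88 and 4.00 log2 units in the 5 subjects. ENSBTAG00000051730, which Fig. 3B shows without a name, rose from 8.43 ± 3.54 CPM (SD, n = 5) to 35.7 ± 13.0 CPM (SD, n = 5). Its log2 fold change was 2.12 in edgeR (adjusted p = 0.000103) and 2.12 in DESeq2 (standard error 0.15, adjusted p = 1.70e-41). H4C3 (ENSBTAG00000052609, H4 clustered histone 3, protein coding, chromosome 23, 31847243 to 31847554) had few reads, with 2 to 5 counts per library at 1 h and 24 to 58 at 24 h. Its log2 fold change was 3.69 in edgeR (adjusted p = 0.000103) and 3.75 in DESeq2 (standard error 0.52), with a rise in 5 of 5 subjects. DESeq2 gave H4C3 no adjusted p, because its independent filtering left out 1322 genes with low counts. Without that filtering, a setting chosen after seeing the data, its adjusted p in DESeq2 was 3.98e-10. H1-4 and H4C3 belong to families of near-identical histone genes whose reads the counting could have split between copies. The fourth gene, H2AC10, was not analysed here.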

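Of the 357 genes, 202 had greater and 155 had lower abundance at 24 h. The change had the same direction in all 5 subjects for 344 of them (96.4%), 190 higher and 154 lower, although the genes had been selected in these same subjects, which favors a shared direction. The median absolute log2 fold change of the 357 genes was 0.62, and the median log2 fold change of all genes tested was 0.01. Among the 357 genes, the largest rise with the same direction in all subjects was that of H2AC21 (ENSBTAG00000032456, H2A clustered histone 21, chromosome 3 of ARS-UCD1.2, 20724190 to 20724582). It rose from 0.853 ± 0.151 CPM (SD, n = 5) to 10.9 ± 2.91 CPM (SD, n = 5), with a log2 fold change of 3.66 (edgeR adjusted p = 2.34e-06). H1-4 came next, followed by H2BC12 with a log2 fold change of 2.67, ENSBTAG00000028359 with 2.61 and ENSBTAG00000052369 with 2.15. ENSBTAG00000052369 was the most abundant of these, at 32.7 ± 11.5 CPM at 1 h (SD, n = 5) and 141 ± 30.0 CPM at 24 h (SD, n = 5).

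Among the 357 genes, the largest fall with the same direction in all subjects was that of ENSBTAG00000050871. The supplementary tables describe it as mast cell protease 2 (chromosome 21, 34727438 to 34730647), and its log2 fold change was -2.70 (edgeR adjusted p = 0.00882). It varied widely between subjects, from 4 to 188 counts at 1 h and from 4 to 20 counts at 24 h, and subject C had 4 counts at both times. ENSBTAG00000010496 had a log2 fold change of -1.54 (edgeR adjusted p = 0.00469), from 21.2 ± 5.01 CPM (SD, n = 5) to 7.74 ± 3.65 CPM (SD, n = 5). AXIN2 (ENSBTAG00000030162, axin 2, chromosome 19, 62212833 to 62240091) had a log2 fold change of -1.28 (edgeR adjusted p = 0.000703), from 18.1 ± 7.83 CPM (SD, n = 5) to 7.57 ± 3.66 CPM (SD, n = 5). In each subject AXIN2 fell, with log2 differences from -1.71 to -0.99. Names were found for 143 of the 357 genes.

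**Figure D5:**
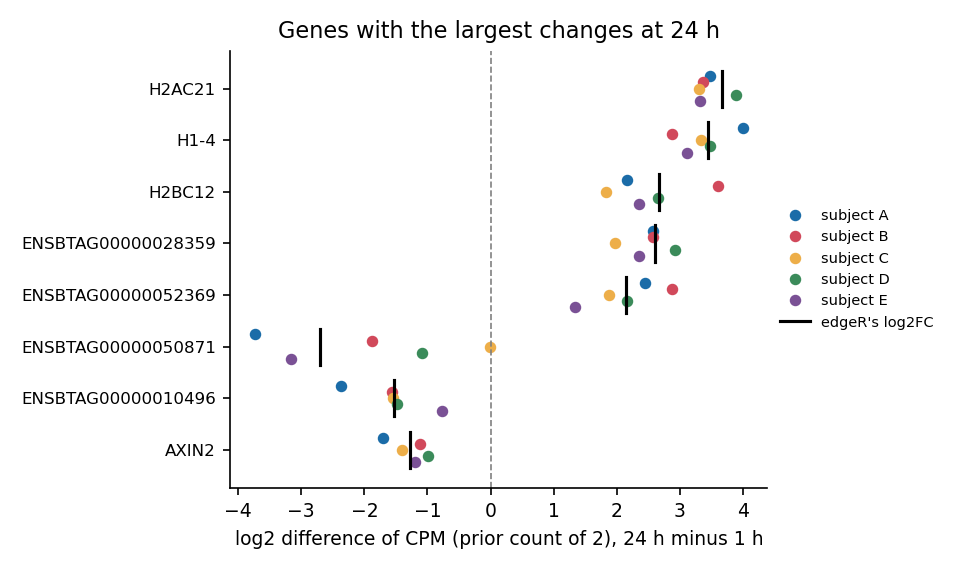
Difference in log2 CPM between 24 h and 1 h (horizontal axis, computed with a prior count of 2) for 8 of the genes with the largest changes (vertical axis). Each point is 1 subject, and the black bar is edgeR's log2 fold change over the 5 subjects. Points of all 5 subjects lie on the same side of 0 for each gene, although subject C lies at 0.00 for ENSBTAG00000050871.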

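With each subject left out in turn, between 155 genes (without subject A) and 392 genes (without subject C) had differential transcript abundance at 24 h. Genes found in 4 subjects were then looked up in the fifth. The share that changed in the same direction in the subject left out was 100% of 155 genes in subject A, 96.6% of 236 in subject B, 92.9% of 392 in subject C, 89.7% of 282 in subject D and 93.5% of 293 in subject E, where between 49.8% and 50.8% would be found from the direction of all genes. Within single subjects, the number of genes that differed by more than 1 log2 unit between 24 h and 1 h ranged from 176 in subject C to 662 in subject A. From the genes with differential abundance after 8 h and 24 h of storage relative to 1 h, the paper concludes that storage of blood before the PWBCs are cryopreserved changes the transcriptome profile.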

### Analysis of the relationship between the decline in transcript abundance and mRNA coverage

Considering the results of differential transcript abundance, we asked if lower values of FPKM for transcripts in the samples processed after 24 h of storage at 4 °C were caused by reduced transcript coverage, which can be indicative of RNA degradation^28^. First, we inspected whether there was a global trend of transcripts to have prominent reduced coverage in one of the extremities (3’ or 5’). Coverage plots for the 224 genes with lower transcript abundance at 24 h of delayed processing showed a relative nucleotide sequencing depth similar to the 12,264 genes that were not differentially abundant (Fig. 4A, B).

**Figure 4:**
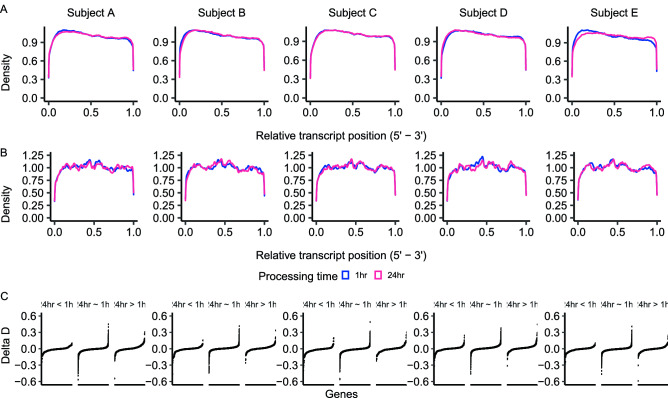
Comparison of overall transcript sequencing coverage from samples that were processed within 1 h and 24 h after blood collection. (**A**) Genes with no change in transcript abundance 24 h of storage at 4 °C. (**B**) Genes with lower transcript abundance after 24 h of storage at 4 °C. (**C**) Plots of the Delta D-statistic for all genes separated by their results of the contrast ‘24 h vs 1 h’.

We further tested whether the nucleotide coverage of the 224 genes with lower transcript abundance at 24 h of delayed processing was statistically different from distribution of the same genes observed at 1 h of processing (Fig. 4B). First, we calculated the Kolmogorov–Smirnov D-statistic^29^ for the relative nucleotide coverage of genes from samples obtained from the jugular and coccygeal veins (both processed within 1 h of blood collection), which we referred to as ($${D}_{j,c, 1hr}$$). We also calculated the D-statistic for the relative nucleotide coverage of genes from samples obtained from the jugular vein processed at 24 h and 1 h post-sampling, which we referred to as ($${D}_{j,24h, 1hr}$$). Next, we calculated the difference between the two statistics ($$Delta \;D=({D}_{(j,24h, 1hr)}{-D}_{(j,c, 1hr)})$$). We reasoned that, for a given gene, $$Delta \;D$$ would approximate to zero if the variation in the sequencing coverage was similar between the samples processed at different times (24 h vs 1 h) and the samples processed at the same time (1 h). Indeed, only seven out of the 224 genes (24 h < 1 h) had $$Delta \;D$$ within the range of -0.25 and 0.25 (Fig. 4C, left plot). Furthermore, the range of $$Delta \;D$$ calculated for the genes with lower transcript abundance at 24 h of storage (24 h < 1 h) was within the range of $$Delta \;D$$ calculated for the genes with no transcript variation with the passing of 24 h post-collection (Fig. 4C, center plots). Altogether, these results provided strong evidence that the overall sequencing coverage of transcripts was similar between samples processed after 24 h storage at 4 °C and within one hour of sampling.

### Gene ontology enrichment analysis of differentially expressed genes

Because we did not observe a systematic reduction in transcript coverage, we reasoned that the differential transcript abundance was a cellular regulatory response to the preservation of blood samples ex vivo. It was noteworthy that three out of four genes with greater transcript abundance at ‘8 h vs 1 h’ (*H1-4*, *H2AC10* and *H4C3*) were involved in chromatin configuration, specifically annotated with the gene ontology terms ‘nucleosome assembly’ (*H1-4* and *H4C3*), and ‘chromatin silencing’ (*H2AC10*).

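The genes that Supplementary Table S2 lists for the category 'nucleosome assembly' number 12, of which 10 passed the filter. All 10 had greater abundance at 24 h in edgeR and in 5 of 5 subjects. Their median log2 fold change was 1.85. The paper had selected them for being higher in these same samples, so that the shared direction is no independent evidence. The FDR was under 0.05 in edgeR for 10 genes, and 6 met the criteria for differential transcript abundance, namely H1-4, H2BC12, H2BC13, H2BC14, H2BC4 and H4C4. Of the 10 genes, 5 passed with no replicate block, namely H4C3 and 4 of these 6, and between 1 and 6 passed with each subject left out in turn. Without subject A only H2BC4 passed, although the others of the 6 kept log2 fold changes from 0.98 (H4C4) to 3.29 (H1-4). H2BC12 (ENSBTAG00000038173, chromosome 23 of ARS-UCD1.2, 31354601 to 31355275) rose from 0.822 ± 0.349 to 5.18 ± 1.68 CPM (SD, n = 5 at each time, edgeR adjusted p = 0.000917). H2BC14 (chromosome 23, 30948090 to 30995670) rose by 1.94 log2 units in edgeR, H2BC13 (chromosome 23, 31002490 to 31002870) by 1.77, H4C4 (chromosome 23, 31774497 to 31775288) by 1.00 and H2BC4 (chromosome 23, 31829268 to 31829648) by 0.59. H2BU1 (chromosome 7, 2573114 to 2573494) had a log2 fold change of 1.08 with no adjusted p in DESeq2, and H4C14 (chromosome 3, 20750777 to 20767701) had 0.71 with an adjusted p of 0.156 in DESeq2. H2BC18 (chromosome 3, 20779441 to 20779821; 2 to 5 counts at 1 h and 16 to 36 at 24 h) and H4C8 (chromosome 23, 31696654 to 31708940; 3 to 11 and 15 to 34 counts) did not pass the filter. Without the filter their log2 fold changes in edgeR were 3.27 and 1.68. Histone genes lie in clusters of near-identical copies, so that reads could have been split between them. As the libraries were enriched for polyadenylated transcripts, other histone transcripts were not measured. The paper names 13 histone genes with an identifier that passed the filter. All 13 were higher at 24 h in edgeR with library size or TMM scaling and in DESeq2, and their summed abundance rose in each subject, by a ratio of 2.22 to 3.01.

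**Figure D6:**
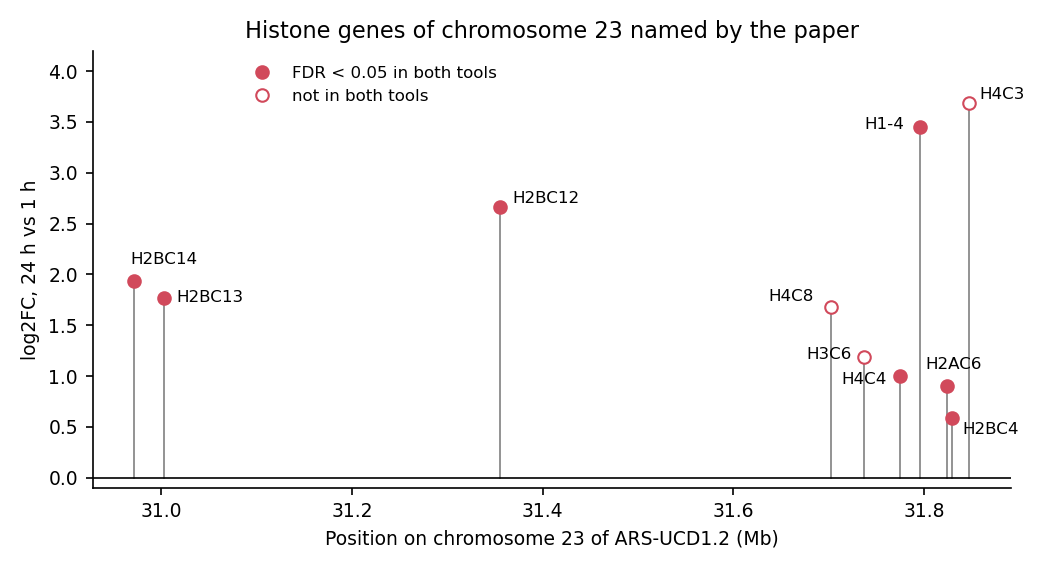
Position on chromosome 23 of ARS-UCD1.2 (horizontal axis, midpoint of each gene in Mb) and log2 fold change between 24 h and 1 h (vertical axis) of the histone genes of that chromosome that the paper names. Filled points had an FDR under 0.05 in edgeR and DESeq2, and open points did not. The value of H4C8 comes from the fit without the filter. The genes lie between 30948090 and 31847554, with log2 fold changes from 0.59 to 3.69.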

Further interrogation of the 291 genes that had greater abundance at ‘24 h vs 1 h’ also revealed an enrichment of the category ‘nucleosome assembly’ with a series of histone related genes (*H1-4*, *H2BC12*, *H2BC13*, *H2BC14*, *H2BC18*, *H2BC4*, *H2BU1*, *H4C14*, *H4C3*, *H4C4* and *H4C8*, fold enrichment = 9.78, Fig. 5A, please see Supplementary Table S2 for a complete list of categories and gene annotation). 

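Supplementary Table S3 lists 24 genes for the molecular function 'DNA binding', of which 22 passed the filter. All 22 had greater abundance at 24 h, 20 of them in 5 of 5 subjects, with a median log2 fold change of 0.88. The FDR was under 0.05 in edgeR for 21 genes, and 14 met the criteria for differential transcript abundance. When fitted with no replicate block, 8 of the 22 passed. With each subject left out in turn, between 4 (without subject A) and 13 (without subject C) passed. A loss need not mean a smaller change, since H2AC21 did not pass without subject A with a log2 fold change of 3.66. Among the genes outside nucleosome assembly, H2AC6 (chromosome 23 of ARS-UCD1.2, 31818805 to 31828988) had a log2 fold change of 0.90, H2AW (chromosome 7, 2573757 to 2575265) 0.85, TEAD3 (chromosome 23, 9433659 to 9454855) 0.72 and MSH5 (chromosome 23, 27558157 to 27578112) 0.70. MSH5 passed in 0 and TEAD3 in 1 of the 5 fits that each left out 1 subject, and TEAD3 did not rise in subject C (log2 difference -0.04). TERT (chromosome 20, 71145309 to 71162695) had a log2 fold change of 0.62, SNAPC4 (chromosome 11, 103832673 to 103855230) 0.55 and DNMT3B (chromosome 13, 62142537 to 62176363) 0.51. SNAPC4 and DNMT3B were the most abundant of these, SNAPC4 with 74.1 ± 10.3 CPM at 1 h and 107 ± 6.00 CPM at 24 h (SD, n = 5 at each time), and DNMT3B with 68.1 ± 6.86 and 97.2 ± 10.4 CPM (SD, n = 5 at each time). H3C6 (chromosome 23, 31737247 to 31737657) and BSX (chromosome 15, 33598811 to 33602494) had log2 fold changes of 1.18 and 0.82, with an edgeR adjusted p of 0.0139 and 0.0430 and no adjusted p in DESeq2. PROX2 (chromosome 10, 86108354 to 86116785) had a log2 fold change of 0.57 with an adjusted p of 0.0862 in edgeR and 0.263 in DESeq2. Of the 23 genes that the paper names with an identifier and that were tested, 22 had an FDR under 0.05 in edgeR when adjusted over all genes and 23 when adjusted over the list alone, which was drawn from the paper's own calls on these samples.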

All these genes overlapped with the molecular function ‘DNA binding’ (*BSX*, *DNMT3B*, *H1-4*, *H2AC21*, *H2AC6*, *H2AW*, *H2BC12*, *H2BC13*, *H2BC14*, *H2BC18*, *H2BC4*, *H2BU1*, *H3C6*, *H4C14*, *H4C3*, *H4C4*, *H4C8*, *MSH5*, *PROX2*, *SNAPC4*, *TEAD3* and *TERT*, fold enrichment = 1, Fig. 5B, Supplementary Table S3). Other biological processes significantly enriched were ‘neutrophil chemotaxis’ (fold enrichment = 7.34), ‘cell adhesion’ (fold enrichment = 3.19), and ‘transport membrane’ (fold enrichment = 2.4) (Fig. 5A, Supplementary Table S2).

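The 3 categories hold 28 genes in Supplementary Table S2, of which 27 were tested and 15 had differential transcript abundance with greater abundance at 24 h. All 27 were higher at 24 h in 5 of 5 subjects, with a median log2 fold change of 0.64. None (0) of them passed with no replicate block. Because the paper had called these genes higher in the same samples, their shared direction is no independent evidence. For 'neutrophil chemotaxis', 3 of 4 tested genes passed, and CXCL5 (chromosome 6 of ARS-UCD1.2, 88897012 to 88899124) changed most, from 4.97 ± 2.01 to 8.83 ± 2.94 CPM (SD, n = 5 at each time), a log2 fold change of 0.86 (edgeR adjusted p = 0.00827). For 'cell adhesion', 5 of 9 passed, with the largest change in VWF (chromosome 5, 104221024 to 104345680), from 64.5 ± 21.4 to 105 ± 45.6 CPM (SD, n = 5 at each time), a log2 fold change of 0.68 (edgeR adjusted p = 0.0112). For transmembrane transport, 7 of 14 passed, with the largest change in SLC9A5 (chromosome 18, 34875817 to 34894810), from 8.48 ± 2.97 to 15.3 ± 3.94 CPM (SD, n = 5 at each time), a log2 fold change of 0.88 (edgeR adjusted p = 0.00521). With each subject left out in turn, between 9 (without subject A or B) and 14 (without subject C) of the 27 genes passed. Set against the coccygeal libraries at 1 h 7 passed, and in one fit of all 15 libraries 17 did. The enrichment itself was not recomputed here.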

**Figure 5:**
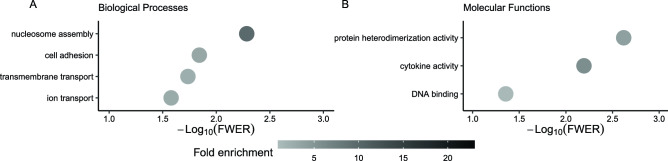
Gene ontology categories enriched in the genes with greater transcript abundance at 24 h versus one h. (**A**) Biological processes and (**B**) Molecular functions. To improve readability, only categories with more than five genes are displayed on the graphs, please, see Supplementary Table S2 and S3 for a full list of categories and the associated genes with their annotation.

We also asked if there was enrichment of gene ontology categories within the 224 genes that had less transcript abundance after 24 h of storage at 4 °C, and there were several categories significantly enriched (FWER < 0.05, Fig. 6A, please see Supplementary Table S4 for a complete list of categories and gene annotation). 

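Supplementary Table S4 lists 124 genes in these categories, and 123 of them were tested here. All 123 had lower abundance at 24 h, with a median log2 fold change of -0.64, and 113 were lower in 5 of 5 subjects. Such genes were listed because the paper found them lower in these same samples, so that their direction is no independent evidence. The FDR was under 0.05 in edgeR for 107 of them and in both tools, with an absolute log2 fold change above 0.5, for 86. Only 6 passed with no replicate block.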

Notably, there were a series of signaling related categories such as ‘positive regulation of interferon-gamma production’, ‘positive regulation of interleukin-8 production’, ‘negative regulation of interferon-gamma production’, ‘positive regulation of ERK1 and ERK2 cascade’, ‘positive regulation of MAPK cascade’ ‘positive regulation of interleukin-1 beta production’, ‘positive regulation of interleukin-12 production’, ‘positive regulation of interleukin-6 production’, ‘positive regulation of NF-kappaB transcription factor activity’, ‘positive regulation of NIK/NF-kappaB signaling’, ‘positive regulation of peptidyl-tyrosine phosphorylation’, and ‘positive regulation of phosphatidylinositol 3-kinase signaling’.

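These signaling categories together hold 22 genes, each of which was tested and lower at 24 h, 18 of them in 5 of 5 subjects. Their direction had been selected by the paper in the same samples and is no independent evidence. Of the 22 genes, 15 had differential transcript abundance, and 0 did with no replicate block. The largest change among those that passed was that of IL1RL1 (chromosome 11 of ARS-UCD1.2, 7127282 to 7165290) in 'negative regulation of interferon-gamma production', with a log2 fold change of -1.01 (edgeR adjusted p = 0.00694) and log2 differences from -1.18 to -0.74 in the 5 subjects, although it passed in only 1 of the 5 fits that each left out 1 subject. OSM (chromosome 17, 69282366 to 69286795), in the MAPK cascade, peptidyl-tyrosine phosphorylation and phosphatidylinositol 3-kinase categories, had a log2 fold change of -0.98 (edgeR adjusted p = 0.0366). With each subject left out in turn, its log2 fold change ranged from -1.23 to -0.70, and it passed in 1 of 5 fits as well. CRTAM (chromosome 15, 33457223 to 33485670), in 'positive regulation of interferon-gamma production', fell from 13.5 ± 3.25 to 7.51 ± 1.68 CPM (SD, n = 5 at each time), with a log2 fold change of -0.85 (edgeR adjusted p = 0.00585). F2R (chromosome 10, 7945904 to 7963558), in the interleukin-8, interleukin-6 and ERK1 and ERK2 categories, fell from 84.4 ± 11.1 to 53.3 ± 14.8 CPM (SD, n = 5 at each time), with a log2 fold change of -0.69 (edgeR adjusted p = 0.00297). TLR4 (chromosome 8, 107057826 to 107068836), with -0.61, and CD14 (chromosome 7, 51762895 to 51765768), with -0.62, were the genes that changed most in the interleukin-1 beta, interleukin-12 and NF-kappaB categories. TLR4 passed in 2 of the 5 fits with a subject left out, and CD14 in 5. Of the 22 genes, between 8 (without subject A) and 13 (without subject C) passed in these fits. Set against the coccygeal libraries at 1 h 8 passed, and in one fit of all 15 libraries 17 did.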

**Figure 6:**
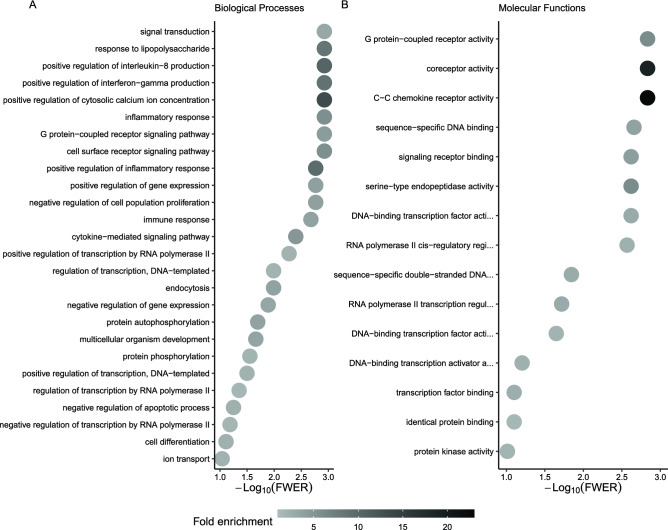
Gene ontology categories enriched in the genes with lower transcript abundance at 24 h versus one h. (**A**) Biological processes and (**B**) Molecular functions. To improve readability, only categories with more than five genes are displayed on the graphs, please see Supplementary Table S4 and S5 for a full list of categories and the associated genes with their annotation.

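Of 42 genes listed in Supplementary Table S4 under 5 categories of transcription and gene expression, all 42 were lower at 24 h and 33 had differential transcript abundance. Their median log2 fold change was -0.64, and 39 were lower in 5 of 5 subjects. Since the paper had called these 42 genes lower in the same samples, the shared direction is no independent evidence. In the fit with no replicate block 4 of them passed. With each subject left out in turn, between 16 (without subject A) and 29 (without subject C) passed. Set against the coccygeal libraries at 1 h 18 passed, and in one fit of all 15 libraries 35 did. PDE2A (chromosome 15 of ARS-UCD1.2, 52090857 to 52228534), in 'positive regulation of gene expression', fell from 14.6 ± 2.06 to 7.51 ± 1.14 CPM (SD, n = 5 at each time), with a log2 fold change of -0.96 (edgeR adjusted p = 0.00389). LEF1 (chromosome 6, 17083864 to 17200183), the gene that changed most in 3 of the categories, fell from 154 ± 40.0 to 84.7 ± 29.3 CPM (SD, n = 5 at each time), with a log2 fold change of -0.90 (edgeR adjusted p = 0.00384). LEF1 was lower by 0.62 to 1.40 log2 units in the 5 subjects.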

Also within the 224 genes that had less transcript abundance after 24 h of storage at 4 °C, there was significant enrichment of a series of categories involved in regulation of transcription and gene expression (FWER < 0.05, Fig. 6A, Supplementary Table S4), such as ‘positive regulation of transcription by RNA polymerase II’, ‘regulation of transcription, DNA-templated’, ‘regulation of transcription by RNA polymerase II’, ‘positive regulation of gene expression’, and ‘positive regulation of transcription, DNA-templated’.

In parallel with the identification of the significant enrichment of the categories involved in regulation of signaling and gene expression, the test for enrichment of molecular functions identified that many of those 224 genes were associated with functions that involve interaction with DNA to regulate gene expression, such as ‘RNA polymerase II cis-regulatory region sequence-specific DNA binding’, ‘DNA-binding transcription factor activity, RNA polymerase II-specific’, and ‘DNA-binding transcription factor activity’ (Fig. 6B , Supplementary Table S5).

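Supplementary Table S5 lists 22 genes under these 3 molecular functions, and all 22 were lower at 24 h, 20 of them in 5 of 5 subjects, with a median log2 fold change of -0.66. Again the paper had selected these genes for being lower in the same samples, so that their direction is no independent evidence. Of these, 16 had differential transcript abundance and 2 did with no replicate block. The number of genes that passed was 16 of 22 for the cis-regulatory region category, 10 of 16 for RNA polymerase II-specific transcription factor activity and 12 of 15 for transcription factor activity. LEF1 had the largest change among the genes that passed in each of the 3 categories. With each subject left out in turn, between 10 (without subject A) and 14 (without subject C) of the 22 genes passed. Set against the coccygeal libraries at 1 h 8 passed, and in one fit of all 15 libraries 17 did.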

## Discussion

The main purpose of our study was to understand the dynamics of RNA degradation and the consequences of this RNA degradation on the quantification of transcript abundance in PWBCs from samples stored in the fridge (4 °C). We collected multiple samples from the same subject and proceeded with a strategic delay in the processing of samples, followed by immediate cryopreservation of PWBCs. Our methodical interrogation of the RNA quality and systematic analysis of transcriptome data lead us to identify critical factors related to the short-term preservation of blood samples for RNA analysis: (i) the vein used for sampling blood is not a source of significant and systematic changes in the transcriptome profiling of PWBCs; (ii) storing blood samples under refrigeration for 24 h does reduce their RIN values by approximately one unit, however the drop in RIN values does not interfere with the quantification of transcripts from protein-coding genes or long non-coding RNAs produced in PWBCs; (iii) even if blood samples are refrigerated, the abundance of gene transcripts produced in PWBCs starts to drop irregularly as early as three hours past blood sampling, but changes are consistent across samples after eight hours of refrigeration; and (iv) the transcriptome of PWBCs is severely altered after blood samples are refrigerated for 24 h post-collection.

According to our hypothesis, we expected that storage of blood tubes at 4 °C for a long period of time would reduce the RNA quality through degradation. Indeed, there was a reduction in RIN values from RNA obtained from PWBCs after blood samples were preserved at 4 °C for 24 h (from 8.52 ± 0.37 at 1 h to 8 ± 0.37 at 24 h). The relatively high values of RIN after the preservation of blood samples at 4 °C for 24 h are similar to RIN values reported elsewhere^23^. However, the results observed from the RNA-sequencing did not show indication of reduced RNA quality. The values of the 3’/5’ bias for all libraries ranged from 0.47 to 0.56, with no effect of the processing time on the averages. In samples with degraded RNA, there is a bias towards transcript coverage on the 3’ end, whereas samples with 3’/5’ bias values close to 0.5 have balanced coverage of RNA extremities and are only observed in samples with high RNA quality^30^. Thus, there was no systematic coverage bias towards the 3’ end of polyadenylated transcripts in our samples.

Also based on our hypothesis, we anticipated that transcripts with significantly lower quantification would be a consequence of RNA degradation following a period of storage of blood samples at 4 °C. Here we reasoned that coverage plots for the 224 genes with lower abundance at 24 h in the contrast ‘24 h vs 1 h’ would be distinct between the libraries produced from the 24 h group versus the 1 h group. Contrary to our expectation, the coverage charts (Fig. 4A) showed a virtually identical coverage of transcripts with significantly lower quantification whether on samples processed within one hour or 24 h of collection. Furthermore, a comparison of the distributions using the Kolmogorov–Smirnov test confirmed no significant changes in transcript coverage based on the amount of time that samples were preserved.

A possible explanation for the discrepancy between the significantly lower values of RIN for samples preserved for 24 h and the consistent sequencing coverage across transcripts is on the source of data. The RIN values are computed based on data collected from a series of features of an electropherogram, most of which involve information from ribosomal RNAs (5S, 5.8S, 18S and 28S)^31^. On the other hand, RNA-sequencing libraries were produced with enrichment of polyadenylated transcripts, and thus, the results from 3’/5’ bias nor coverage plots do not account for ribosomal RNA. Our results indicate that, although a correlation between transcript coverage and RIN values have been identified^28,31^, this relationship may be prominent in samples with RIN values less than 8.

Our results show that there is a prominent systematic alteration of transcript abundance in PWBCs when blood samples are preserved for 24 h at 4 °C, which is aligned with previous reports^23,26^. Interestingly, we determined that this alteration of transcript abundance across individuals starts as early as eight hours post-collection.

Because we could not find indication that RNA degradation was a cause of these alterations, we reasoned that the alteration in transcript abundance was a consequence of the PWBCs responding to the cold temperature (4 °C) and lack of oxygen. The consequences of long-term exposure of mammalian cells at 4 °C have not been well studied, but Al-Fageeh and Smales^32^ proposed that the active transcription of a selected group of genes would cause a wide-spread reduction in transcription activity. Well-aligned with this possible mechanism, three out of four genes up regulated in PWBCs after the storage of blood samples for eight hours at 4 °C have a role in chromatin organization, including nucleosome assembly, which can be related to a compaction of the chromatin and reduction in transcriptional activity.

The alteration of transcript abundance in PWBCs after storing blood samples at 4 °C for 24 h has been observed before^26^. However, our genome-wide transcriptome analysis shows that the changes are more prominent after 24 h of storage of blood samples at 4 °C. The genes with greater transcript abundance after 24 h of storage of blood samples at 4 °C relative to those processed within one hour of collection seem to be enriched for few biological processes and again with a high enrichment for genes involved in nucleosome assembly. It is possible that the cells increase the transcription of histone related genes to increase the genome-wide compaction of chromatin. The greater number of biological processes enriched for genes with lower transcript abundance after 24 h of storage of blood samples at 4 °C relative to those processed within one hour of collection corroborate the notion of a global silencing in transcription.

Considering the results of significant differential transcript abundance observed in the present study, we reasoned that the prolonged storage of blood samples at 4 °C would be relevant for investigations searching for mRNA markers in PWBCs. 

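The paper's supplementary code marks 2 genes associated with fertility by their identifiers, without stating which is NKG2A and which is PPP1R3B. ENSBTAG00000010606 fell from 48.2 ± 18.2 CPM at 1 h to 26.8 ± 2.42 CPM at 24 h (SD, n = 5 at each time). Its log2 fold change was -0.79 (edgeR adjusted p = 0.0122), it was lower in 5 of 5 subjects, and it passed with each subject left out. ENSBTAG00000052658 had a log2 fold change of 0.55 (edgeR adjusted p = 0.0374 and DESeq2 adjusted p = 0.0370), higher in 5 of 5 subjects. Its abundance was 7.43 ± 8.03 CPM at 1 h and 11.3 ± 12.4 CPM at 24 h (SD, n = 5 at each time), since subject C had 21.6 and 33.0 CPM and the other subjects between 2.79 and 8.92 CPM. It passed in 0 of the 5 fits that each left out 1 subject. Samples stored for 8 h were not analysed here.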

The overlap of our results with transcript abundance of genes also expressed in PWBCs and previously associated with fertility in heifers^20,21^ identified two genes (*NKG2A*, *PPP1R3B*, Supplementary Fig. S6) whose analysis of differential transcript abundance would have been compromised by storage of blood samples at 4 °C for eight hours or longer. These results strongly indicate that blood samples collected for studies of mRNA biomarkers should: (i) be preserved on ice as soon as they are collected and processed as early as possible, preferably within six hours of collection, for the proper cryopreservation of PWBCs, or (ii) if possible, collected in tubes that allow for the immediate preservation of RNA transcript abundance in the whole blood. However, we note that the chemical or cryopreservation of whole blood for RNA extraction requires further depletion of hemoglobin transcripts if the samples will be used for RNA-sequencing^33,34^.

The transcriptome of PWBCs changes after blood sampling, even if the samples are refrigerated. A systemic alteration is detected at eight hours post blood collection and follows a pattern where PWBCs increase the transcription of genes related to chromatin compaction. This compaction is likely to reduce the transcription of several genes that function across multiple cellular processes in PWBCs. It is evident that this alteration in transcriptome profiles after prolonged storage can mask the transcriptome signature of a specific physiological phenomenon.

Our findings can be used as a guide for the establishment of protocols for blood processing when samples are supposed to be used for genome-wide quantification of transcripts in PWBCs. Blood samples collected for mRNA-based biomarker discovery should be refrigerated immediately and processed within six hours post-sampling. This recommendation can be considered by investigators working in diverse several areas of life sciences.

## Methods

The reporting in this study follows the recommendations in the ARRIVE guidelines^35^. Please see Supplementary table S6 for catalog number of kits and reagents used in this work.

### Animal handling and sample collection

All animal handling and use was approved by the Institutional Animal Care and Use Committee (IACUC) at Virginia Tech. All procedures involving animal handling were performed in accordance with IACUC guidelines and regulations.

Eleven crossbred beef heifers (Angus x Simmental cross), averaging 14 months of age, located at Kentland Farm (Virginia Tech, Blacksburg, VA) were subjected to estrus synchronization. On day zero we administered an intramuscular injection of gonadotrophin-releasing hormone (GnRH, 100 μg; Factrel^®^; Zoetis Incorporated, Parsippany, NJ) and inserted a controlled internal drug release (CIDR, 1.38 g Progesterone; Eazi-Breed™ CIDR^®^; Zoetis Inc.) device in each heifer. On day seven we removed the CIDR insert and administered an intramuscular injection of prostaglandin F2alpha (PGF2α, 25 μg; Lutalyse^®^; Zoetis Inc.), which was followed by a second injection of GnRH on day ten of the protocol. We used estrus synchronization to mitigate possible effects that the stages of the estrus cycle may have on gene expression^36^.

We collected blood samples from heifers that expressed estrus (*n* = 5) at the time artificial insemination would normally be performed. Fifty mL of blood were sampled from the jugular vein and 10 mL from the coccygeal vein of each heifer using vacutainers containing 18 mg K2 EDTA (Becton, Dickinson, and Company, Franklin Lakes, NJ). Each tube was inverted several times to prevent blood coagulation and placed on ice immediately until processing.

### Experimental design and blood processing

Blood tubes were sprayed thoroughly with a disinfectant (Lysol^®^) prior to storage. While on ice, tubes containing samples from the jugular vein were randomly assigned into five groups: 1 h, 3 h, 6 h, 8 h, and 24 h, which correspond to the time the samples remained at 4 °C prior to processing. We processed blood samples from the coccygeal vein in group 1 h for comparison of gene expression with samples from the jugular vein.

The buffy coat was separated from whole blood by centrifugation for 20 min at 2000xg at 4 °C. The buffy coat of each sample was aspirated and dispensed into 14 mL of a red blood cell lysis buffer solution (1.55 M ammonium chloride, 0.12 M sodium bicarbonate, 1 mM EDTA, Cold Spring Harbor Protocols). The mixture was gently mixed on a rocker for 10 min at room temperature, and then centrifuged for 10 min at 800x*g* at 4 °C. The supernatant was removed, and each sample was mixed with 200 µL of TRIzol™ Reagent (Invitrogen™, Thermo Fisher Scientific, Waltham, MA). The mixture of TRIzol™ and PWBCs was transferred into cryotubes (Corning Incorporated, Corning, New York) and then snap frozen in liquid nitrogen prior to storage at  − 80 °C^20,21^.

### Total RNA extraction

Total RNA was extracted from the PWBCs using the acid guanidinium thiocyanate-phenol–chloroform procedure^37,38^, with the aid of Phasemaker™ tubes (Invitrogen™, Thermo Fisher Scientific, Waltham, MA), following the manufacturer’s instructions. Briefly, the samples were thawed on ice and 800 μL of TRIzol™ was added to each. Once homogenized, the mixture was transferred into Phasemaker™ tubes, where it was mixed with 200 μL of chloroform and centrifuged for 5 min at 12,000x*g* at 4 °C to complete phase separation. Next, the aqueous phase was collected into 1.7 mL microtubes and mixed with 0.5 μL of glycoblue. Then, 500 μL of 100% isopropanol was added to each tube and they were centrifuged for 10 min at 12,000x*g* at 4 °C to precipitate the RNA. The RNA pellet was collected and washed twice with 1 mL of 75% ethanol and centrifuged for 2 min at 7,500x*g* at 4 °C. Then, the RNA pellet was air-dried briefly and eluted in nuclease free water and maintained on ice for quantification and assessment of quality.

We quantified the total RNA concentration (A_260_) and purity (A_260_/A_280_ ratios) using a NanoDrop™ 2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA). We also quantified the RNA using a Qubit RNA High Sensitivity Assay Kit (Invitrogen™, Thermo Fisher Scientific, Waltham, MA) assayed on a Qubit 4 Fluorometer (Invitrogen™, Thermo Fisher Scientific, Waltham, MA). Next, we evaluated the RNA integrity by assaying a sample on an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA) using the Agilent RNA 6000 Pico Kit (Agilent, Santa Clara, CA).

### Library preparation and high-throughput sequencing

We diluted the RNA samples to 1 ng/mL for library preparation and confirmed the concentration using a Qubit RNA High Sensitivity Assay Kit (Invitrogen™, Thermo Fisher Scientific, Waltham, MA) and Qubit 4 Fluorometer (Invitrogen™, Thermo Fisher Scientific, Waltham, MA). Five hundred ng were used as starting material for library preparation using the TruSeq^®^ Stranded mRNA Library Prep (Illumina, Inc, San Diego, CA) and the IDT-ILMN TruSeq UD indexes. Sequencing was assayed in a NovaSeq 6000 sequencing platform (Illumina, Inc, San Diego, CA) using a NovaSeq 6000 SP Reagent Kit v1.5, to produce paired-end reads 150 nucleotides long. Preparation of libraries and sequencing assays was performed by staff at the Virginia Tech Genomics Sequencing Center.

### Alignment of sequences and filtering

We removed the sequencing adapters using cutadapt (v. 2.8) and the sequences indicated by the manufacturer (Illumina, Inc, San Diego, CA). Next, we aligned the sequences to the cattle genome^39,40^ (Bos_taurus.ARS-UCD1.2.99) obtained from the Ensembl database^41^ using hisat2 (v. 2.2.0^42^) with the –very-sensitive parameter. Using samtools (v. 1.10^43^), we filtered the alignment to remove unmapped reads, secondary alignments, alignments whose reads failed quality control, and duplicates. We then utilized biobambam2 (v. 2.0.95^44^) to mark and eliminate duplicates.

For the estimation of transcript coverage, we aligned the sequences trimmed from adapters to transcript sequences obtained from the Ensembl database^41^ with bowtie2 (v.2.4.2^45^) using the –very-sensitive-local parameter.

### Quantification of transcript abundance and gene filtering

We used featureCounts (subread v. 2.0.1^46^) to count the fragments that matched to the Ensembl cattle annotation gene (Bos_taurus.ARS-UCD1.2.103). Genes annotated as protein coding, long non-coding RNA and pseudogene were retained. Following the calculation of counts per million (CPM) and reads per million per kilobase (FPKM) we retained genes that presented FPKM and CPM greater than one in five or more samples.

### Quantification of library properties

We calculated the 3’/5’ bias in our libraries using RNA-SeQC (v. 2.4.2^30^), and the proportion of reads assigned to annotation by dividing the number of reads mapped to the Ensembl annotation divided by the total number of reads sequenced.

### Statistical analyses

#### RNA metrics (RIN, A_280_, A_260_ and A_280_/A_260_) and number of genes detected per library

We used paired Student’s t^47,48^ and Wilcoxon^49^ tests to access the null hypothesis of no difference between two sampling locations (H_0_:μ_jugular_ = μ_coccygeal_). Within the samples obtained from the jugular vein, we used a generalized linear mixed model to access the null hypothesis of no difference between groups of delayed processing (H_0_:μ_(T1h)_ = μ_(T2h)_ = … = μ_(T24h)_). The model included time of processing (*T*_*(1 h, 3 h, 6 h, 8 h or 24 h)*_) as fixed effect and animal as random variable (*A*_*(1,2,3,4 or 5)*_). When the model indicated significance of the fixed effect (P < 0.05), we used the Z-test^50^ and the Dunnett’s approach^51^ for simultaneous tests for general linear hypothesis^52,53^ to compare the average of the groups *T*_*(3 h, 6 h, 8 h or 24 h)*_ with the baseline *T*_*(1 h)*_. Averages were inferred as statistically different when Bonferroni adjusted P < 0.05.

#### Library 3’/5’ bias, proportion of reads assigned to annotation and genes detected

We used a generalized linear mixed model, with a binomial family and a logistic regression function to access the null hypothesis of no difference between groups of delayed processing (H_0_:μ_(T1h)_ = μ_(T2h)_ = … = μ_(T24h)_). The time of processing was included in the model as fixed effect and animal was set as random effect. Averages were inferred as statistically different when *P* < 0.05.

#### Differential transcript abundance

We compared the transcript abundance from samples obtained from the jugular and coccygeal veins by using a paired-sample structure (H_0_:μ_jugular_ = μ_coccygeal_). Next, we compared the transcript abundance from samples obtained from the jugular vein that were processed at different times. The analyses were performed with the R packages ‘edgeR’^54^ using the quasi-likelihood F-test and ‘DESeq2′^55^ using the Wald’s test. In the case of the delayed processing, we set up contrasts to compare the different processing times versus T_1h_ (H_0_:μ_(T1h)_ = μ_(T2h)_; ….; H_0_:μ_(T1h)_ = μ_(T24h)_). We adjusted nominal P values for multiple hypothesis testing using the Benjamini–Hochberg false discovery rate^56^. We assumed a difference in transcript abundance to be significant when FDR < 0.05 in the results obtained by both ‘edgeR’ and ‘DESeq2’ packages and absolute Log_(fold-change)_ > 0.5. We utilized this approach to report robust results of differential transcript abundance independent of algorithm biases or limitations^20,21,57,58^.

#### Gene ontology enrichment analysis

We tested lists of genes for enrichment of gene ontology terms using the R package ‘GOseq’^59^ and the genes retained after filtering as a background list^60,61^. Nominal P values were adjusted for multiple hypothesis testing by family wise error rate^62,63^.

#### Contrasts of transcript coverage

We quantified the relative position of each nucleotide in relation to the total number of nucleotides in the transcript, given in percentage. In addition, we calculated the relative proportion of occurrence of each nucleotide in relation to the total coverage of the gene. Then, for each gene in different groups, in a pair-wise manner, we compared the relative position of each nucleotide weighed by the relative coverage using the weighted Kolmogorov–Smirnov test, as described elsewhere^29^.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

## Data Availability

The raw data generated and analyzed during the current study are available in the GEO NCBI repository, under accession GSE192530 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192530). To make our work fully reproducible the code utilized for the bioinformatics pipeline and analytical procedures is deposited as Supplementary Methods S1, in the figshare repository (https://doi.org/10.6084/m9.figshare.17886068)^64^ and can also be accessible at https://biase-lab.github.io/rna_temporal_expression_PWBC/index.html^65^.

# Supplementary material for: Delayed processing of blood samples impairs the accuracy of mRNA-based biomarkers
**Source:** Sci Rep. 2022 May 17;12:8196. doi: 10.1038/s41598-022-12178-5
**Supplement:** Supplementary file 1 — Supplementary Information 1.

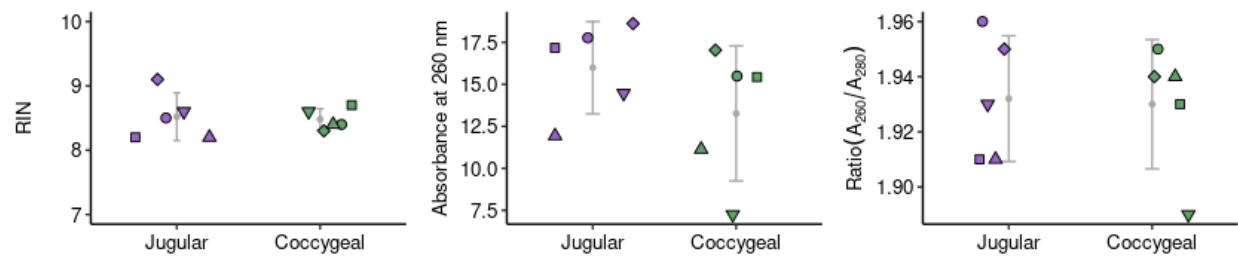

Supplementary Figure S1. Ribonucleic acid quality and abundance parameters from samples collected from the jugular and coccygeal veins and processed within one hour of sampling. Animals are indicated by shapes across charts. Center gray dot indicates average and vertical gray bars indicate standard deviation.

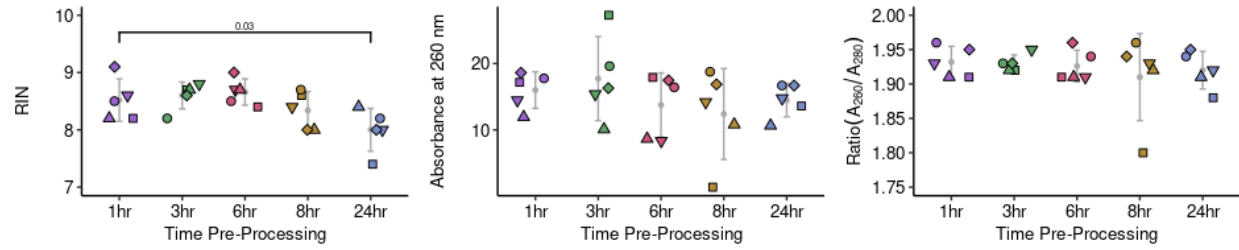

Supplementary Fig. S2. Ribonucleic acid quality and abundance parameters from samples collected from the jugular vein and processed after refrigeration (4°C) for multiple windows of time (x-axis). Animals are indicated by shapes across charts. Center gray dot indicates average and vertical gray bars indicate standard deviation.

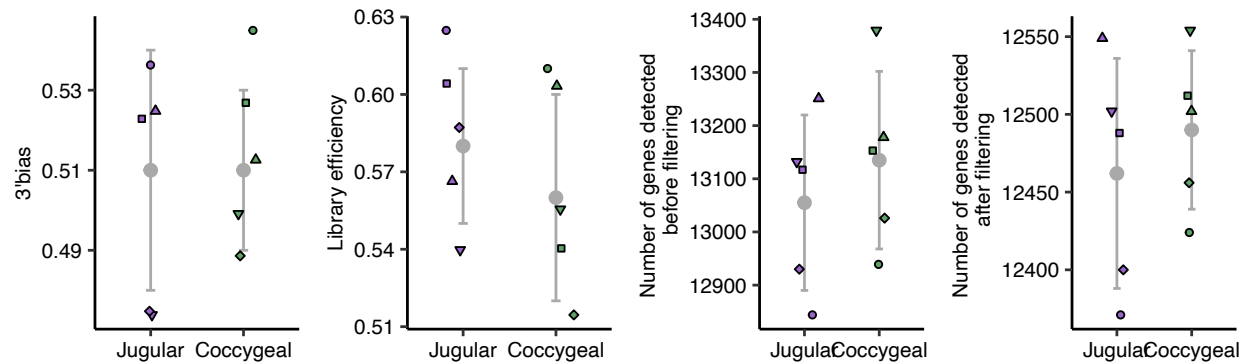

Supplementary Fig. S3. Parameters of library quality from samples collected from the jugular and coccygeal veins and processed within one hour of sampling. Animals are indicated by shapes across charts.

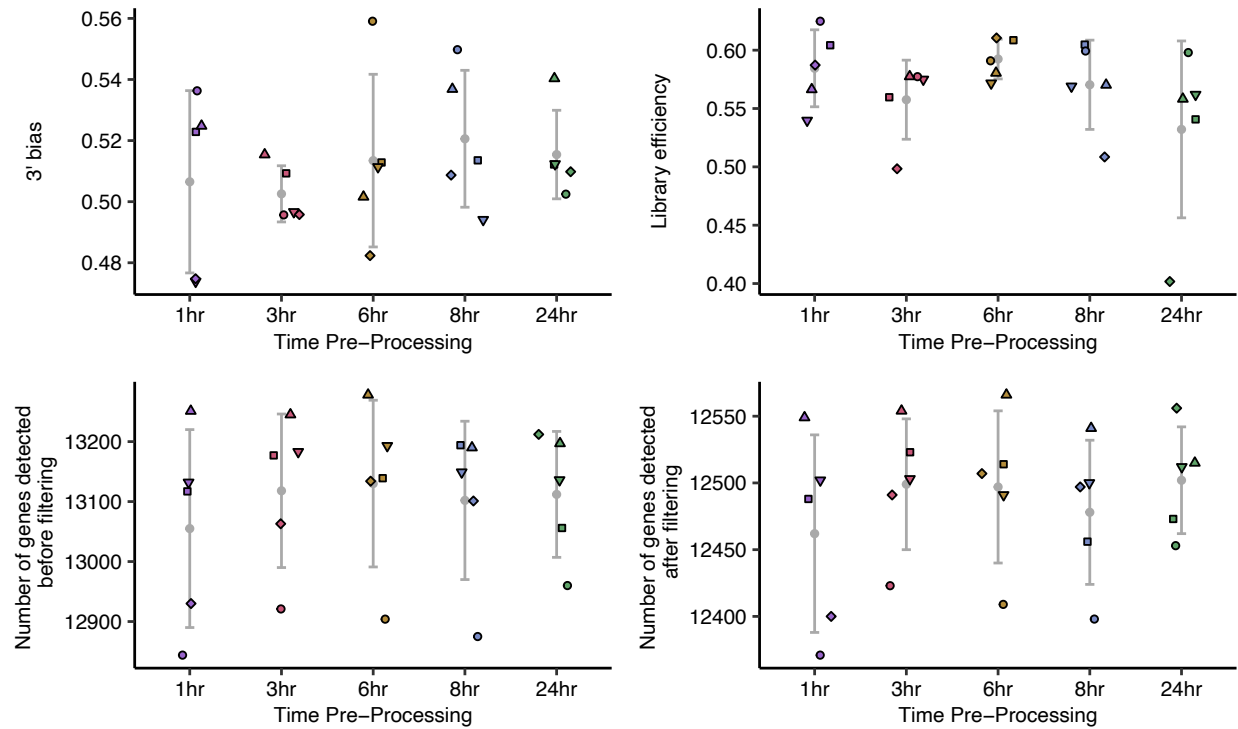

Supplementary Fig. S4. Parameters of library quality from samples collected from the jugular and processed after refrigeration (4°C) for multiple windows of time (x-axis). Animals are indicated by shapes across charts.

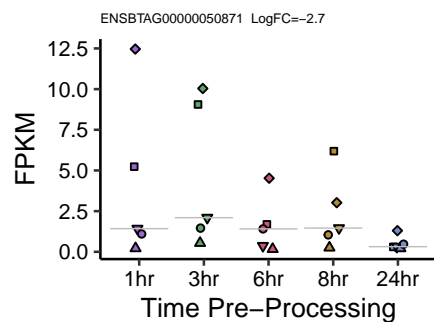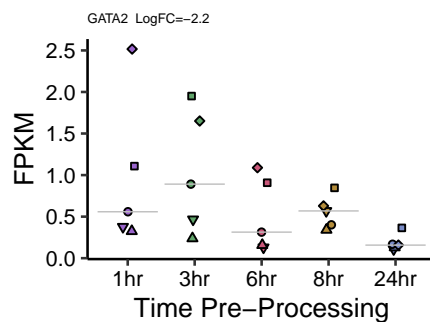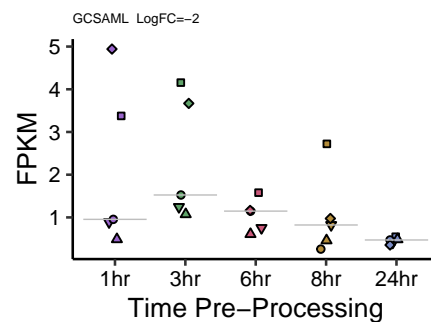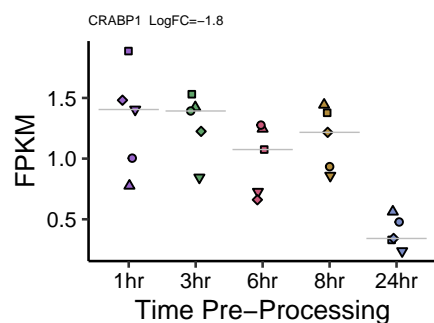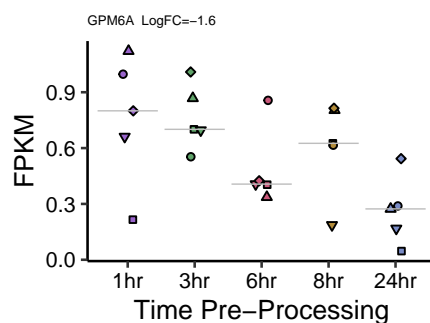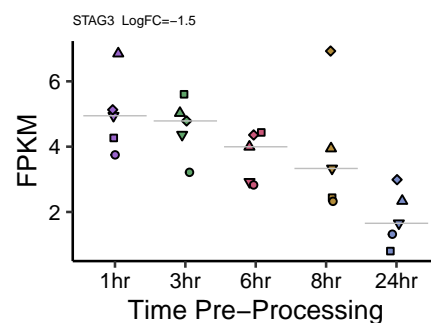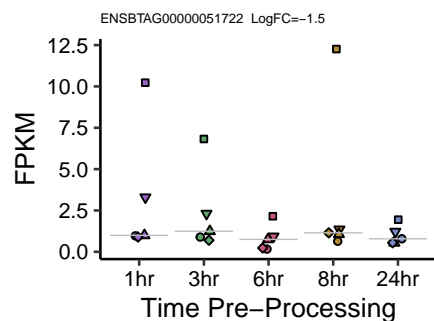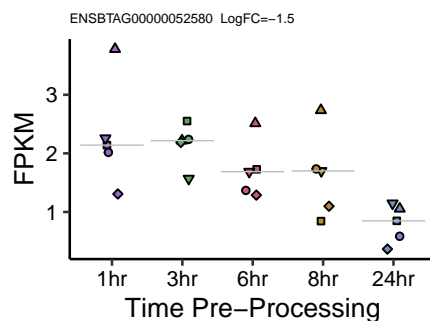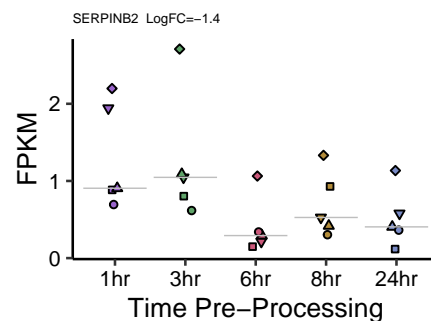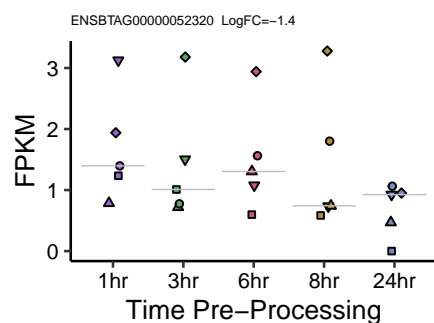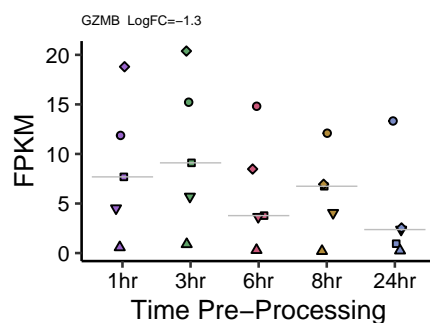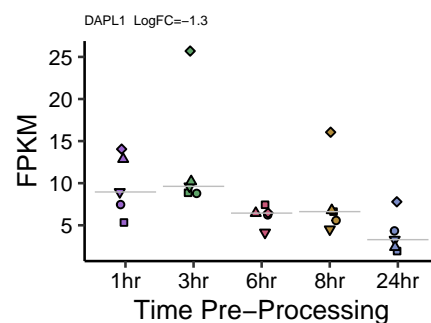

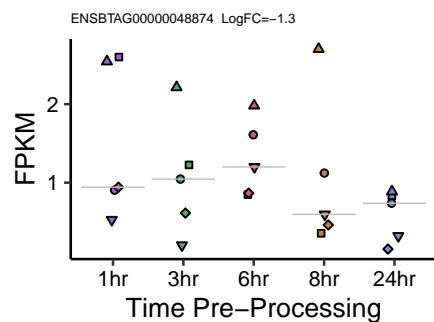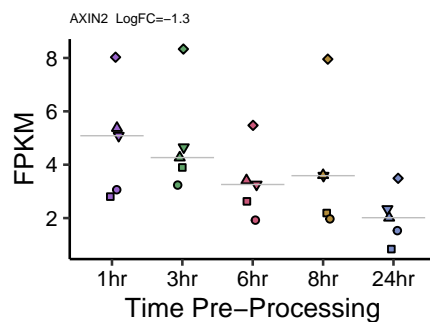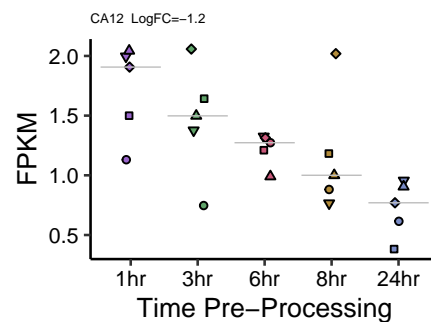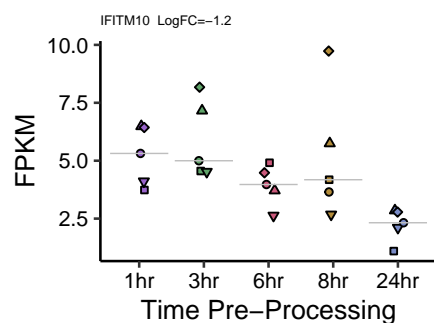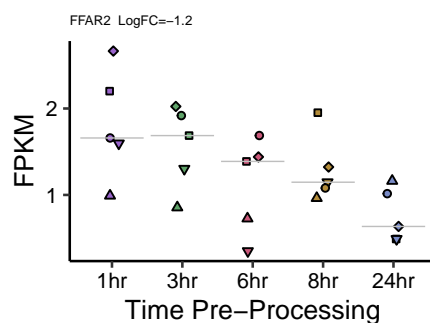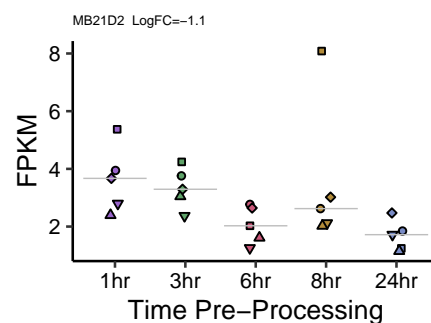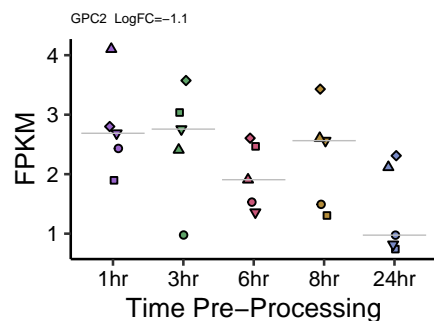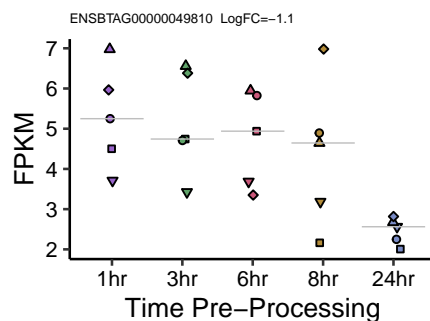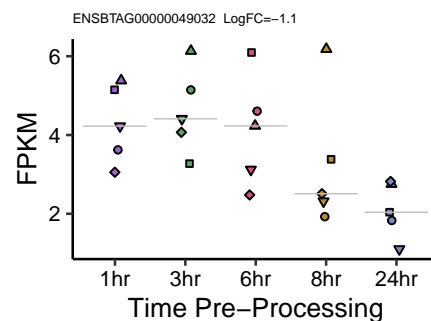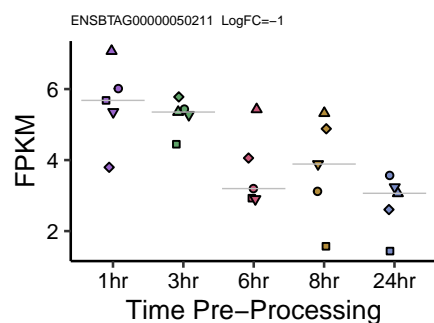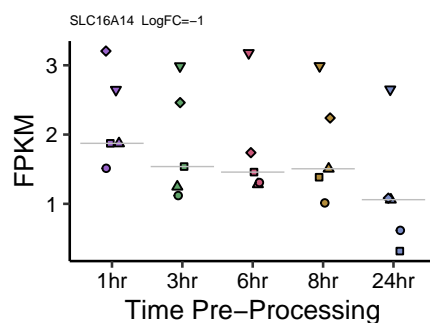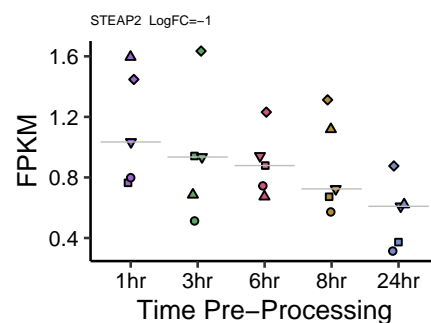

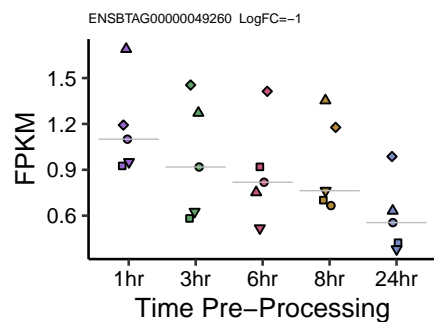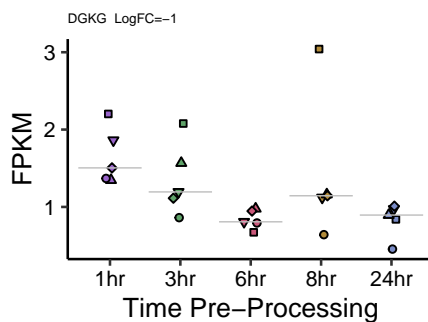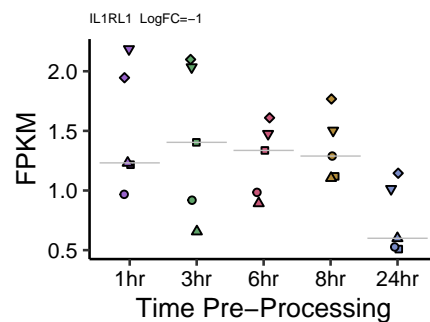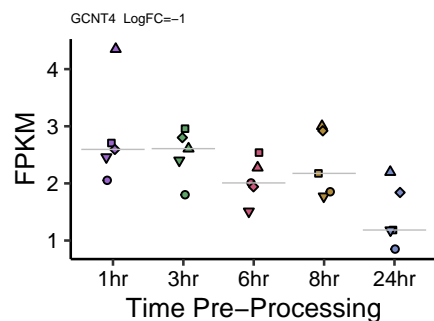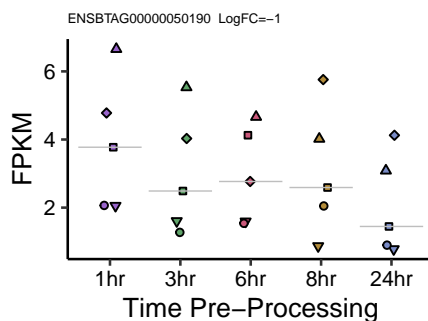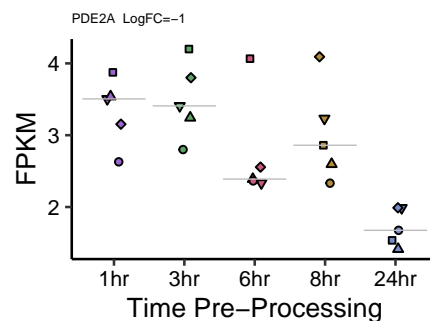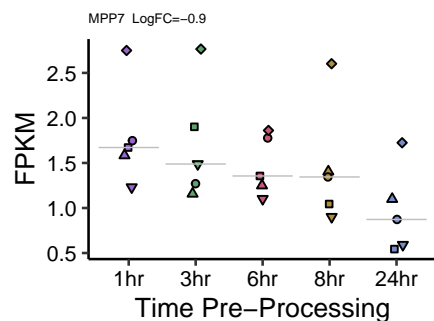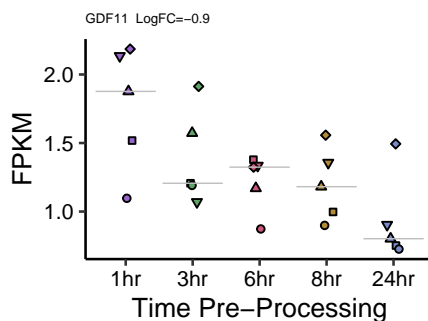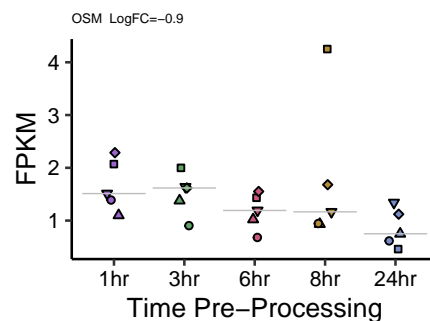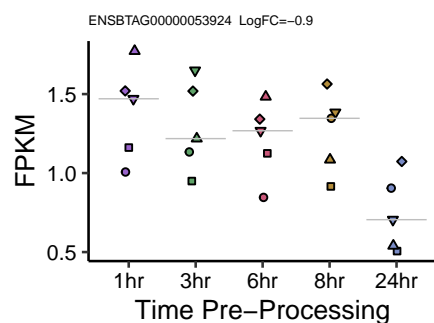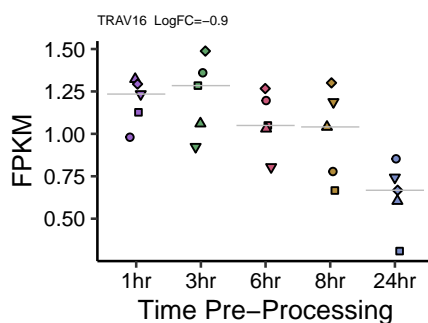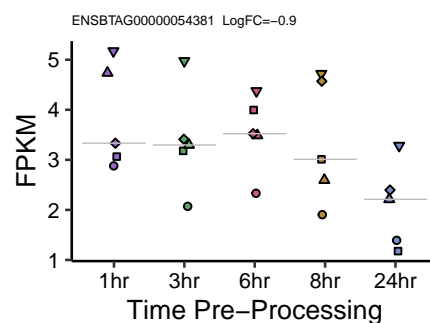

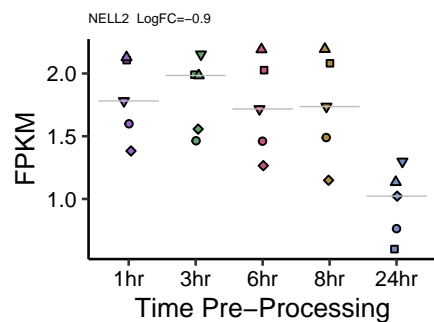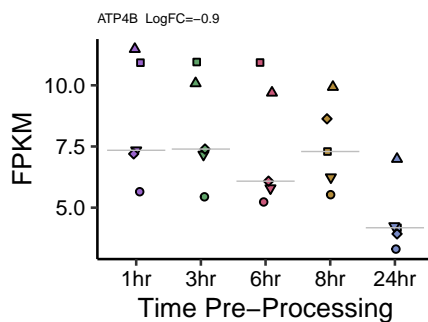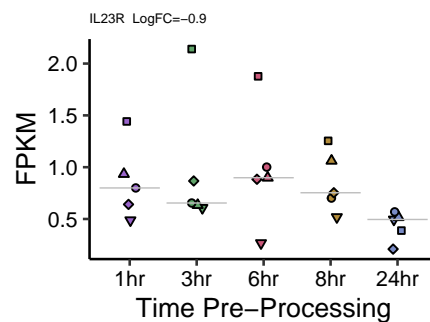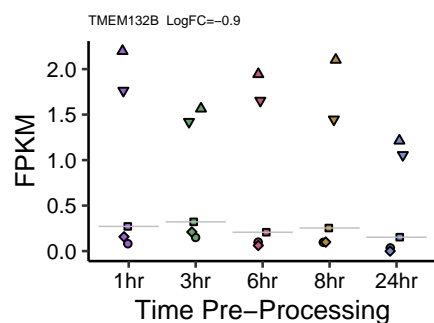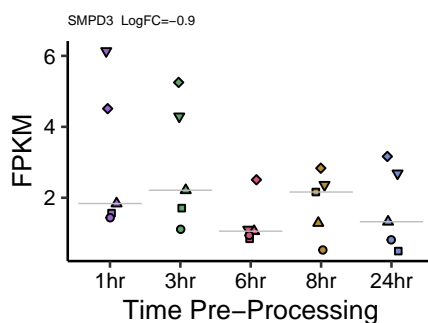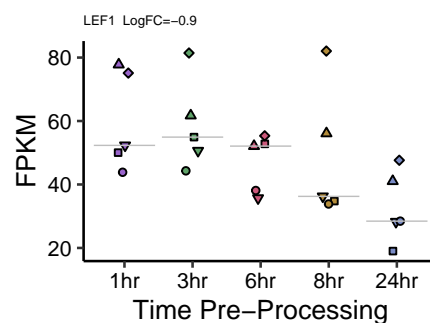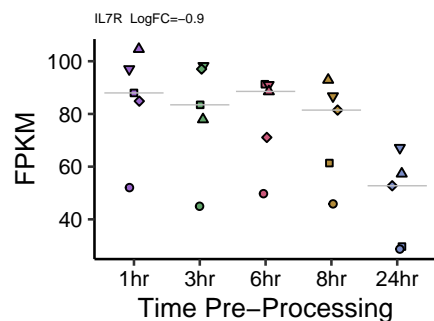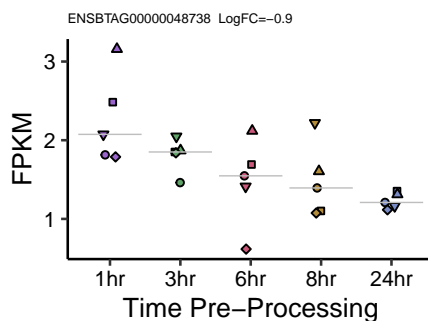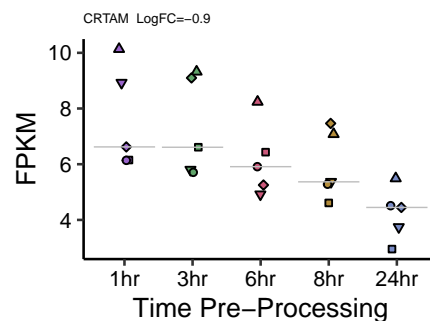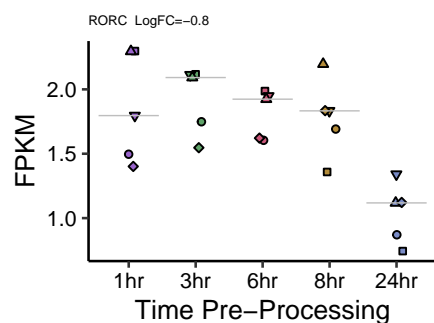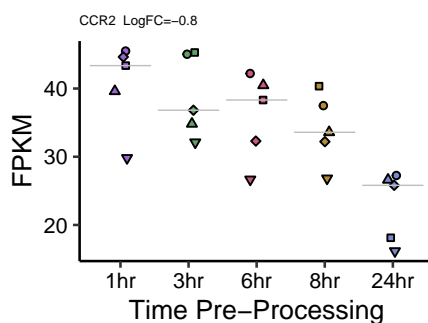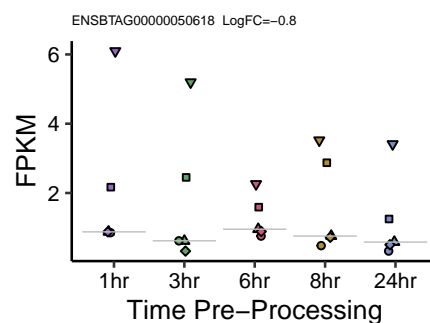

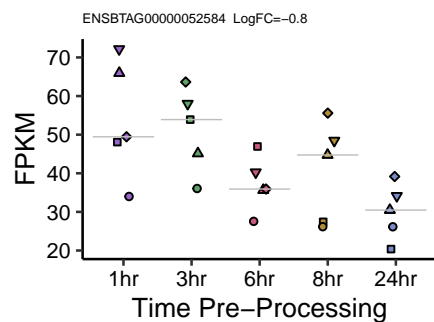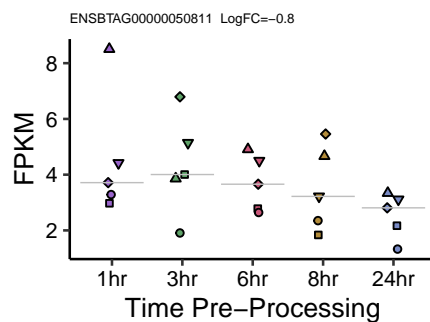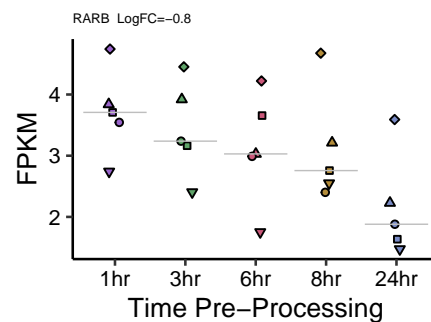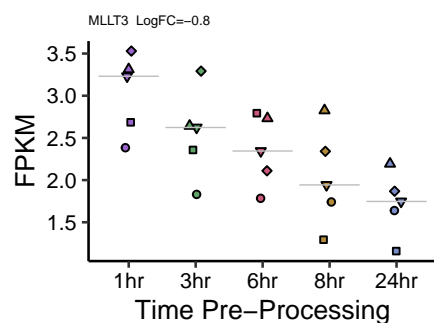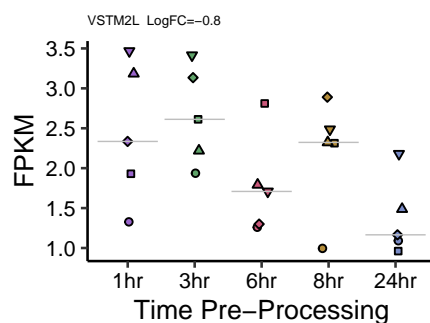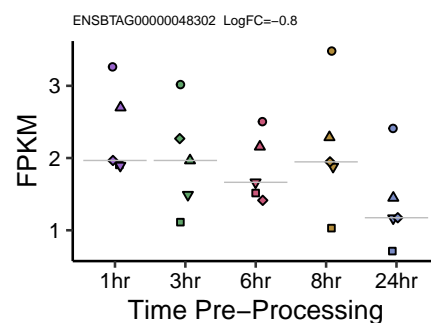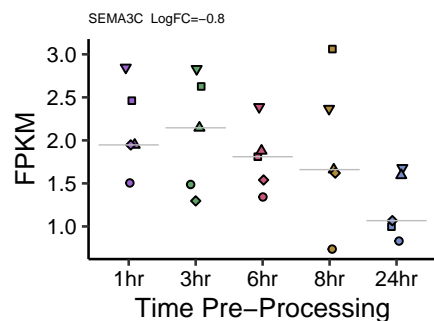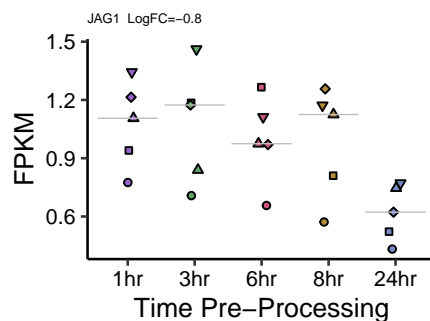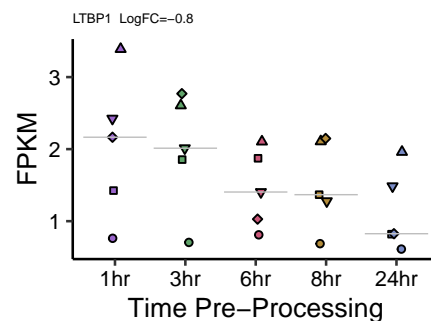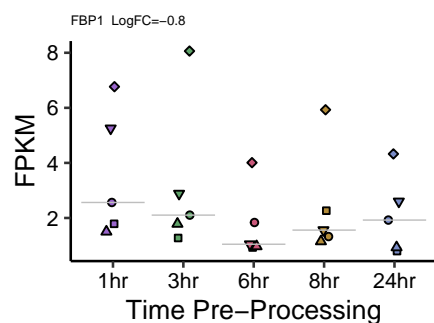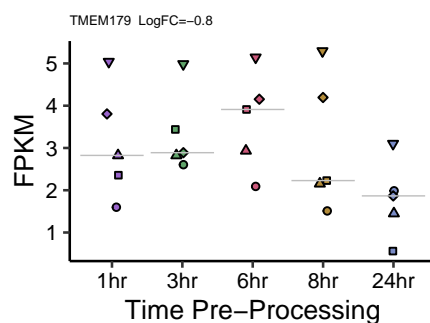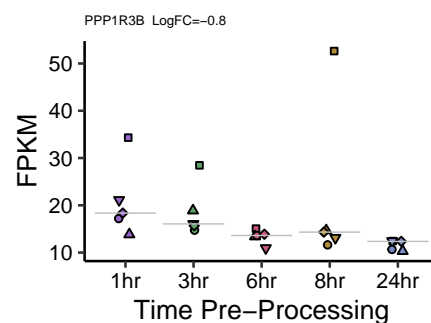

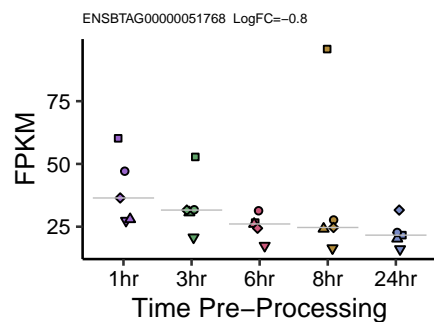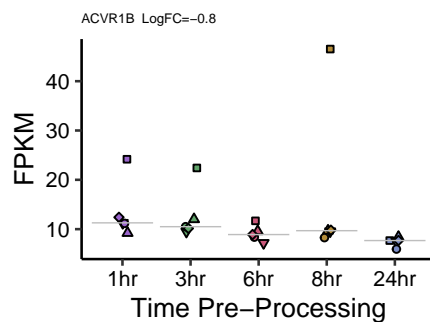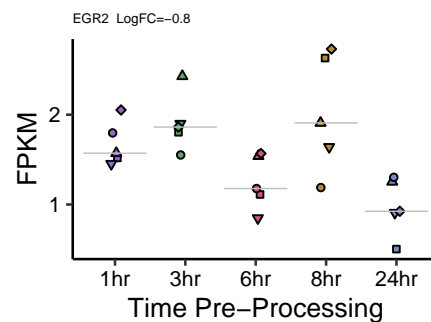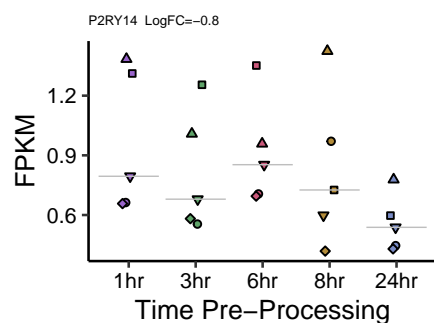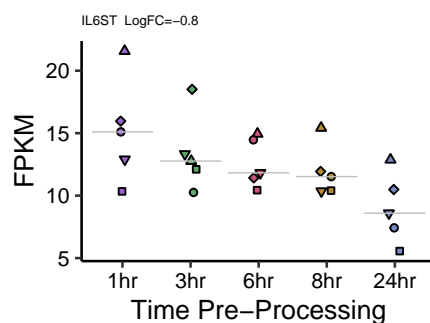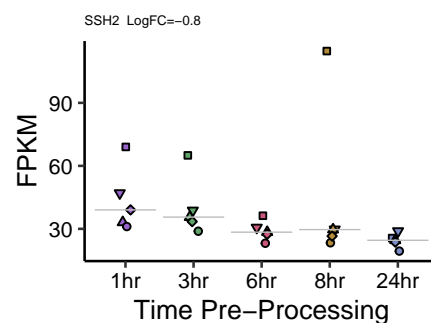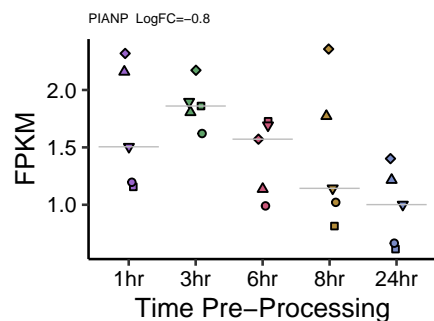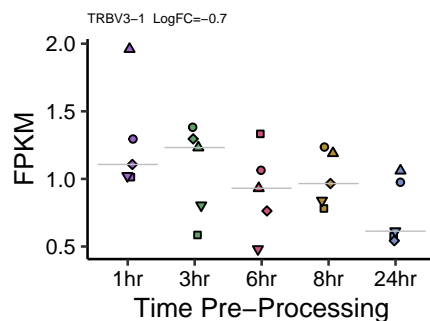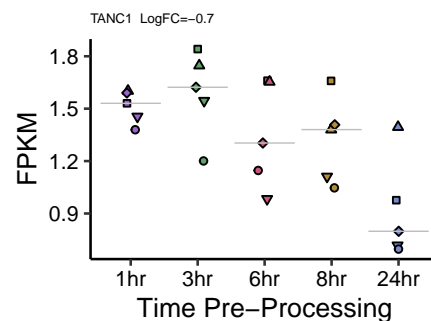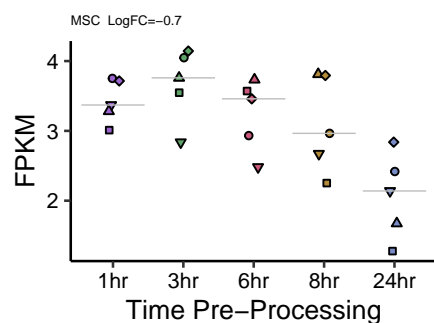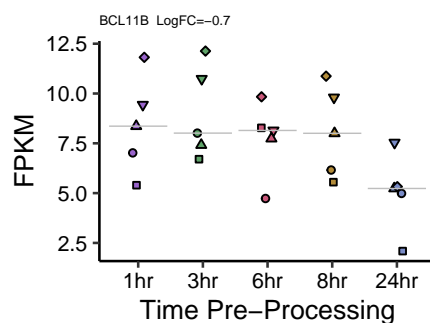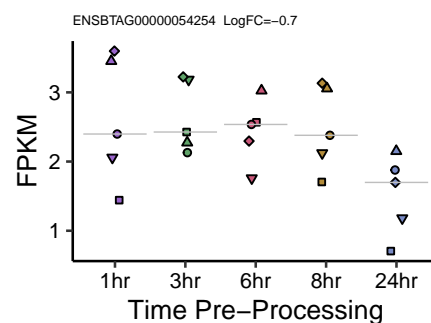

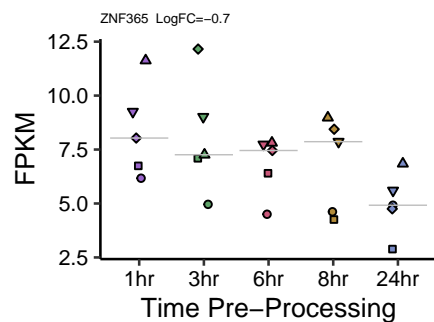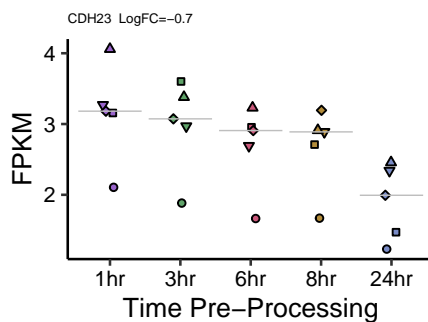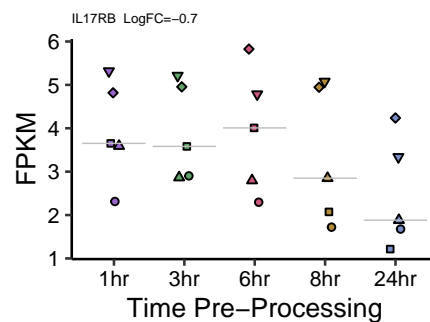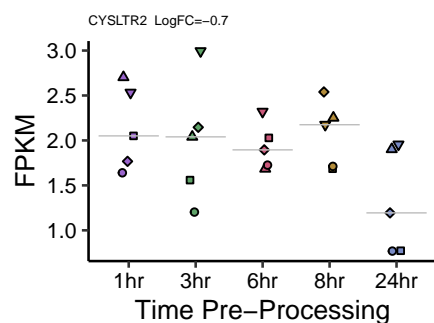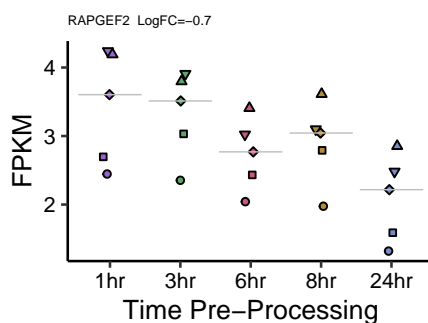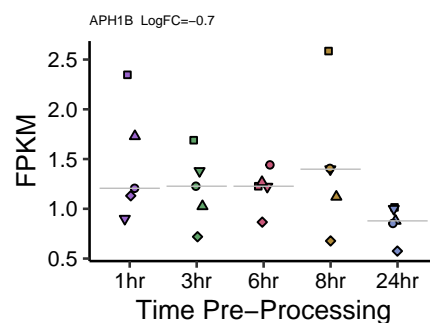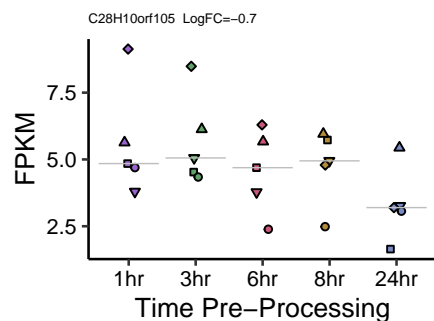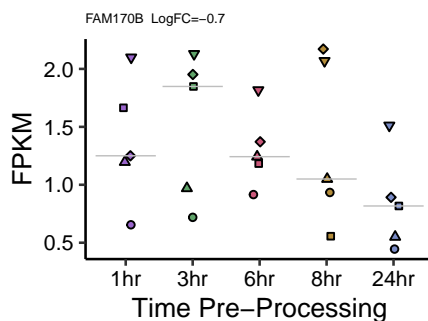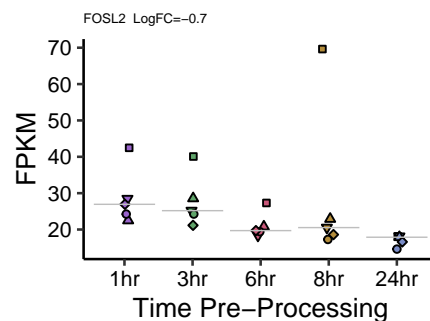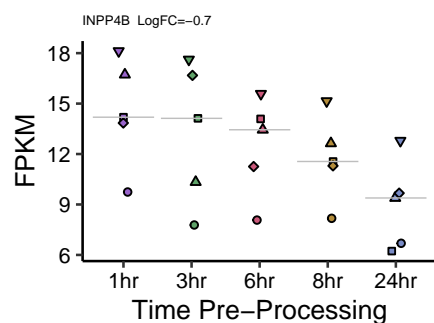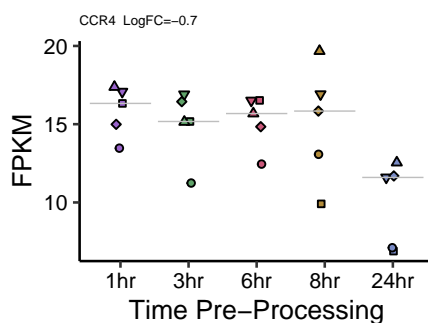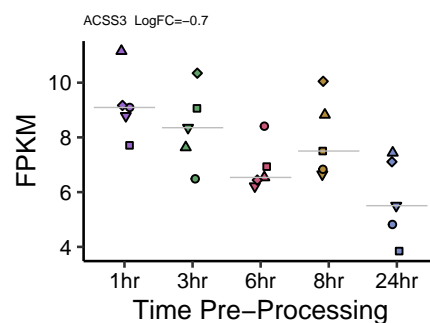

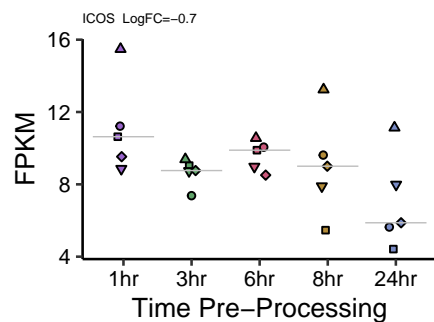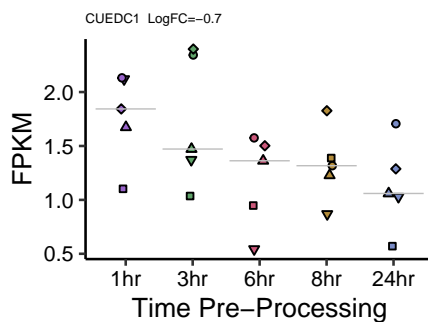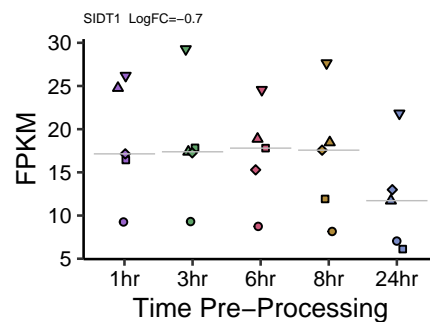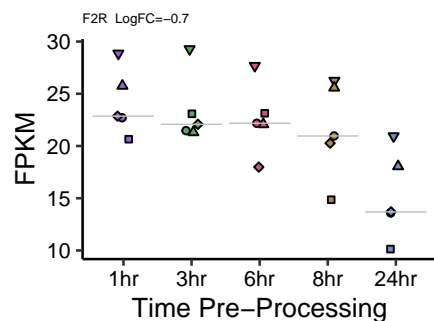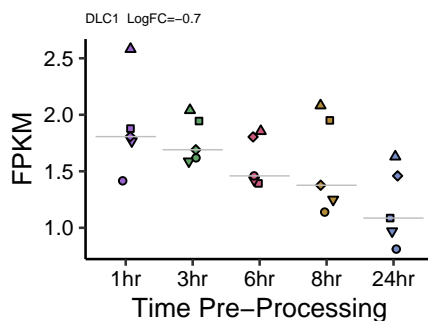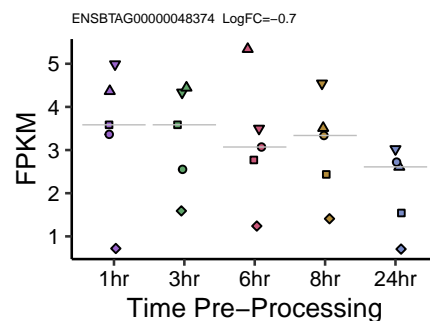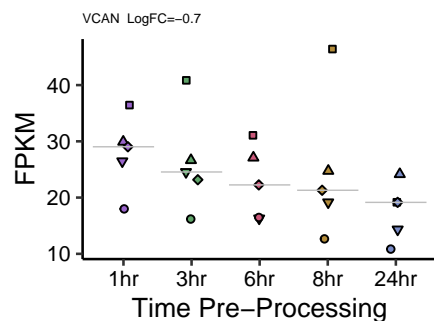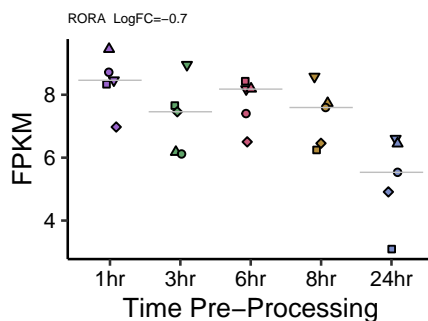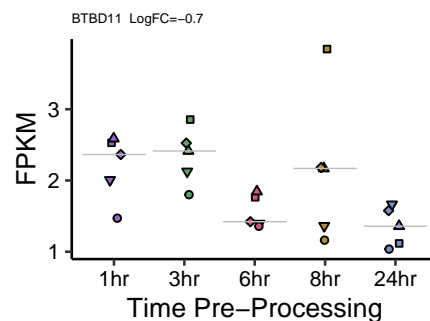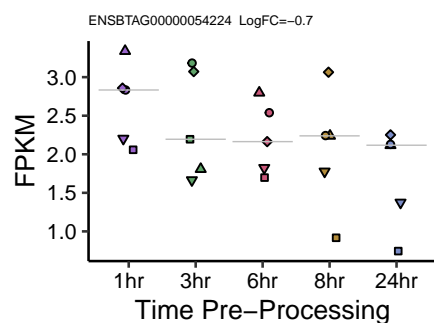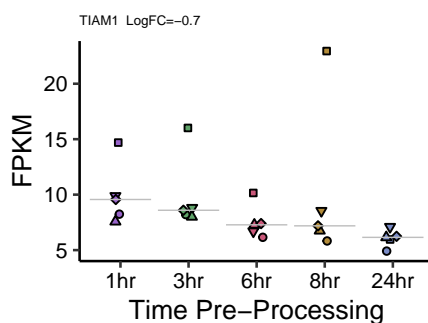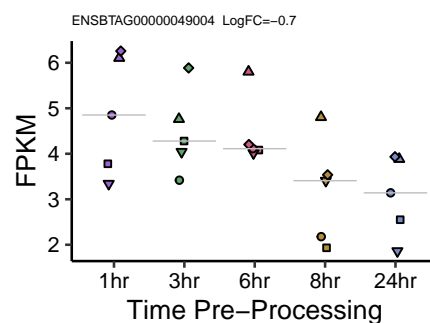

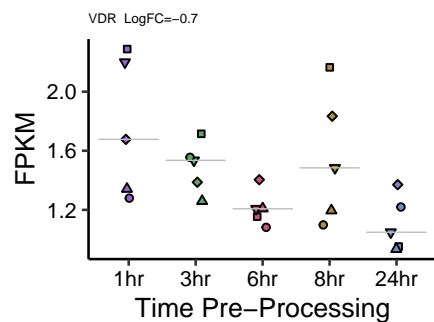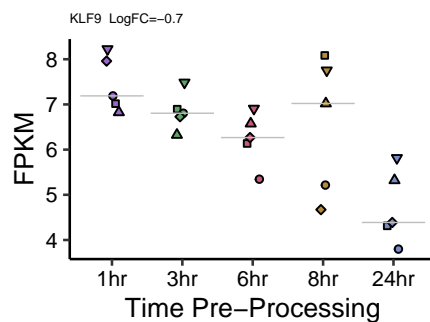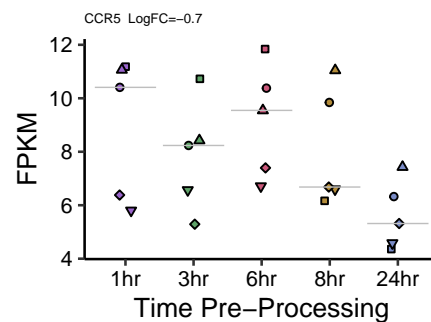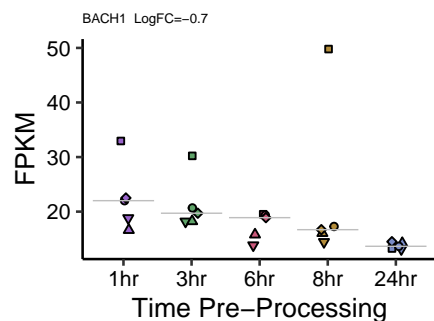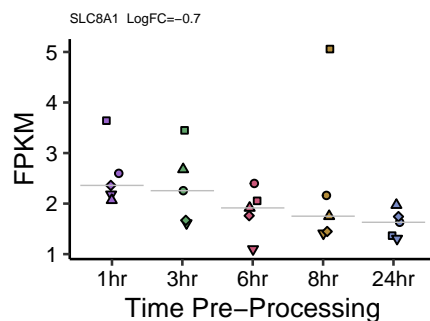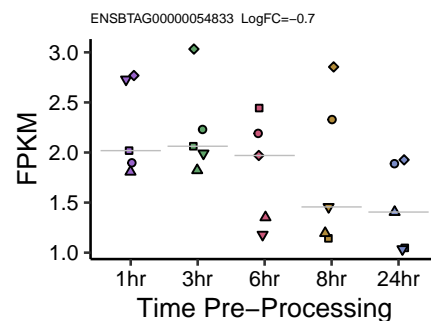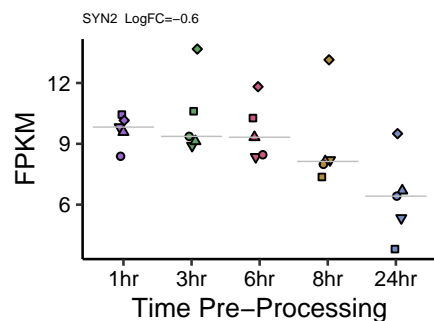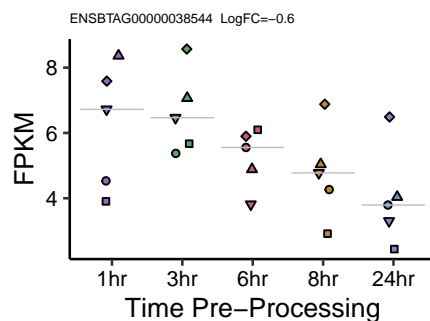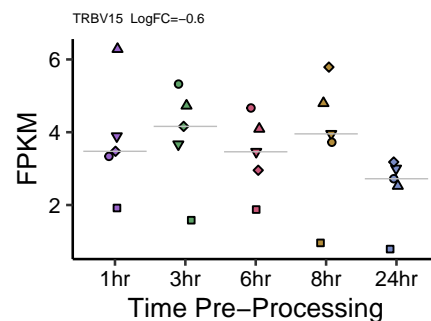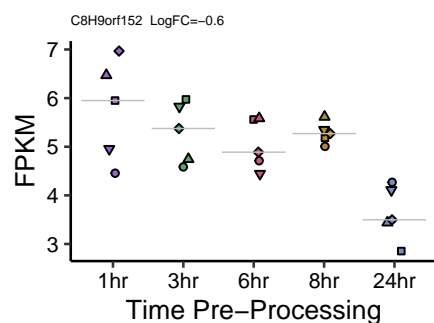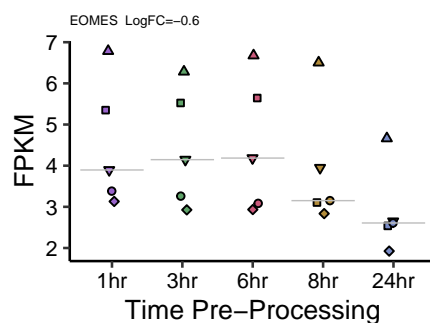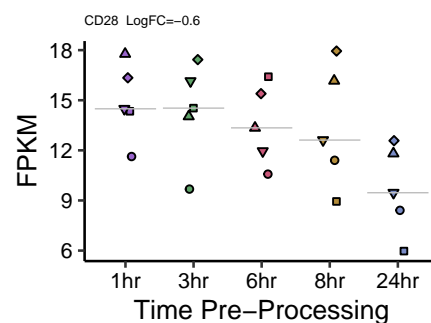

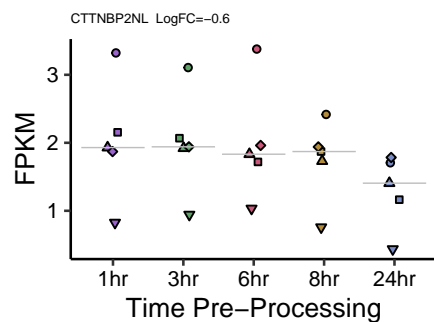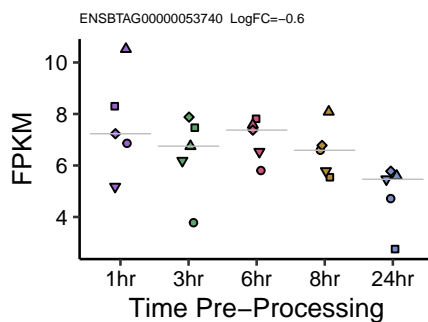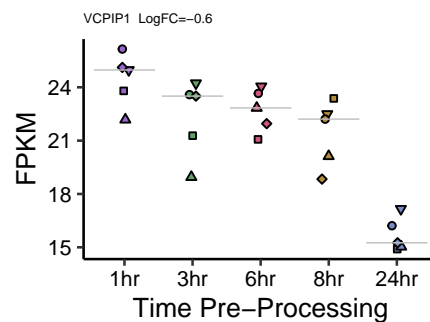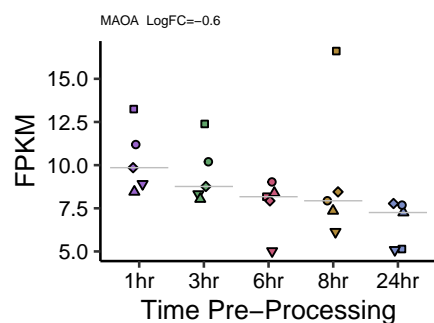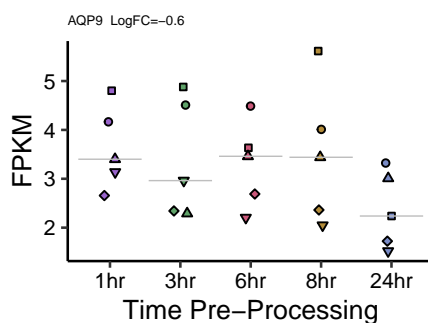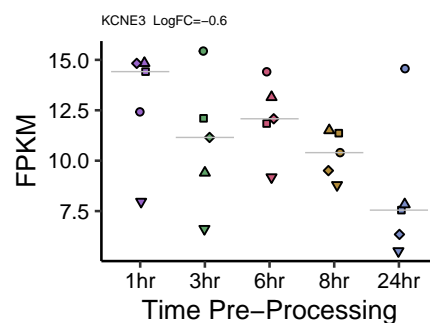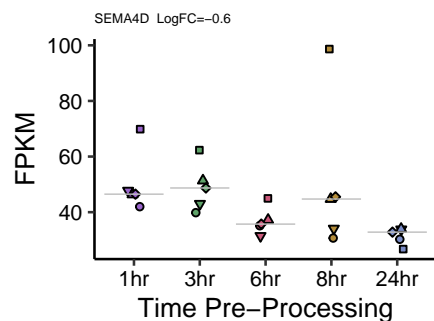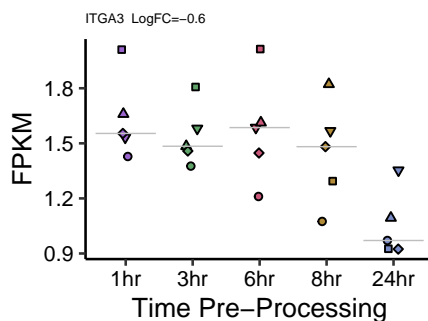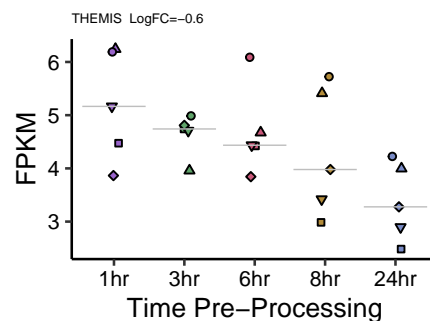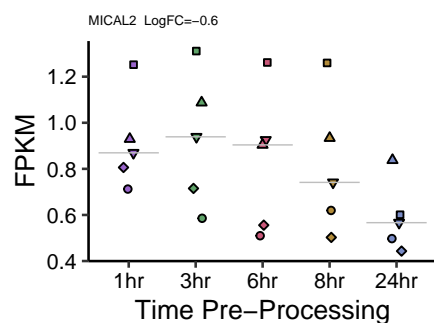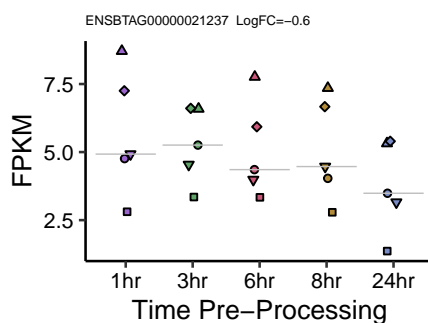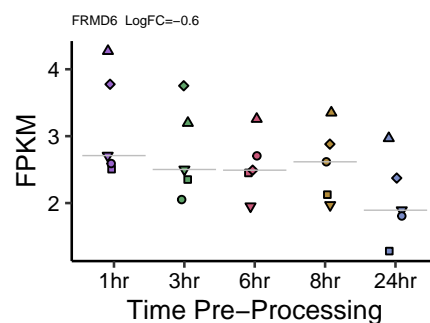

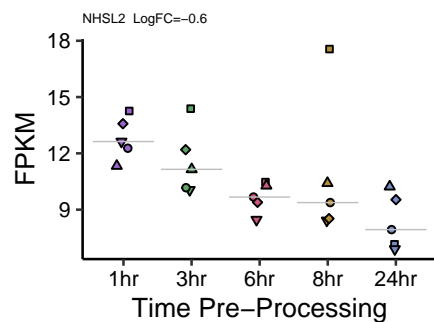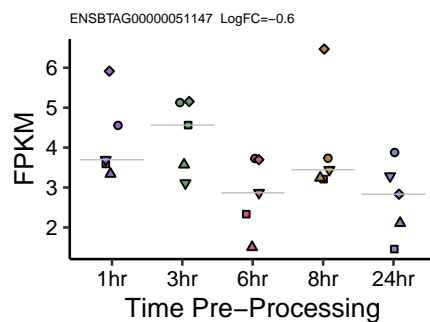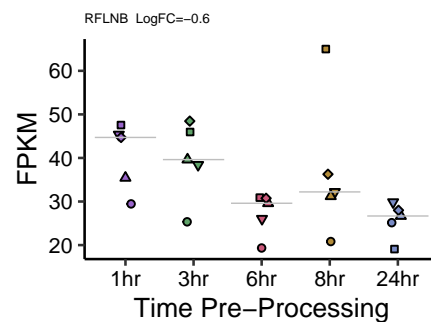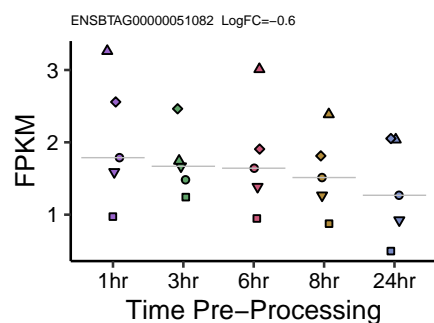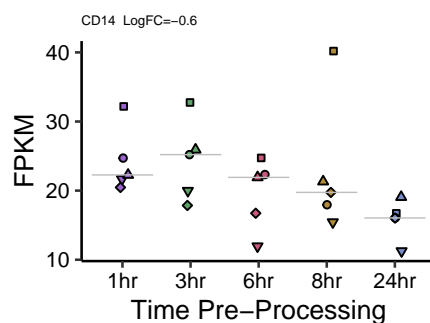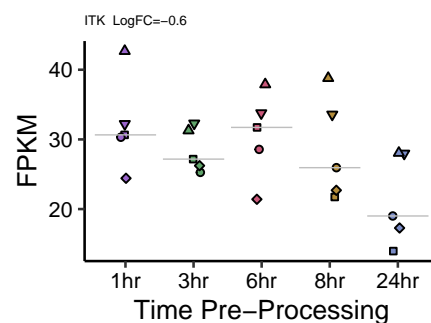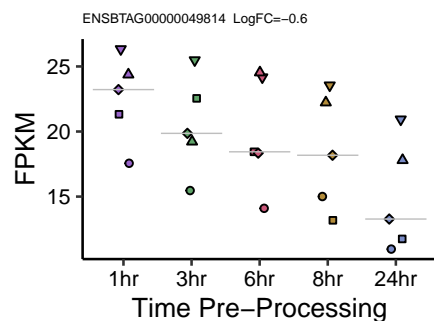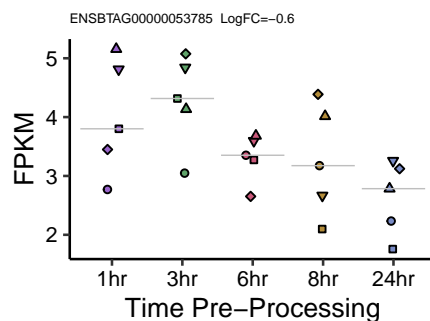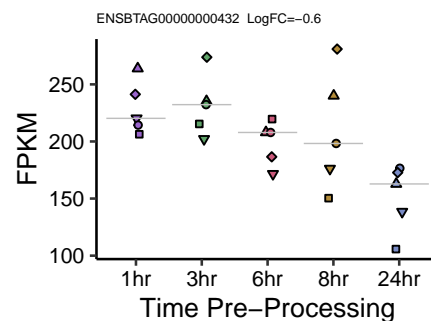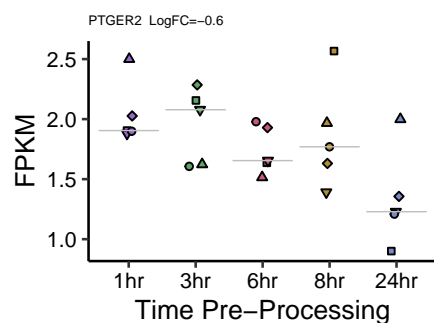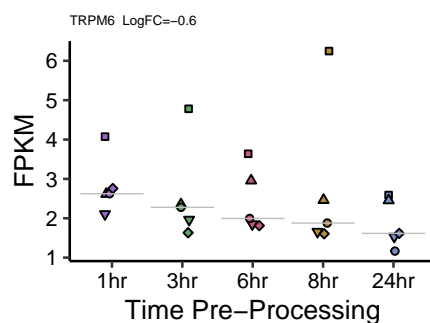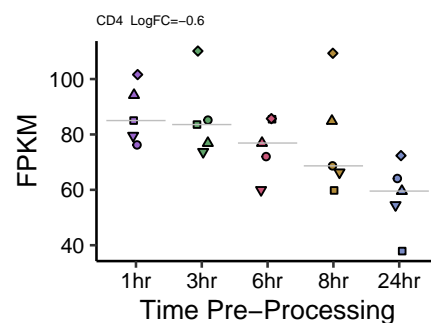

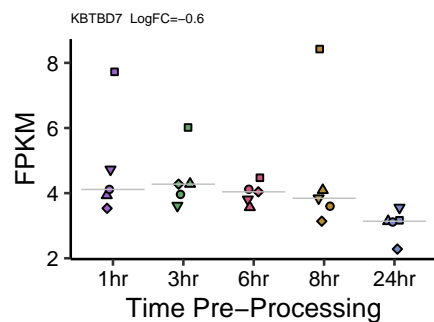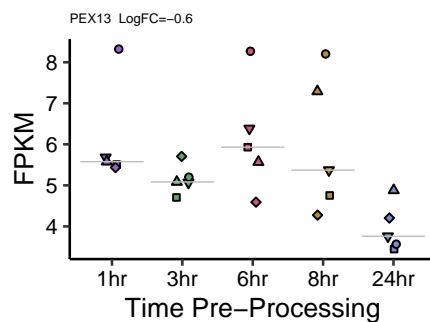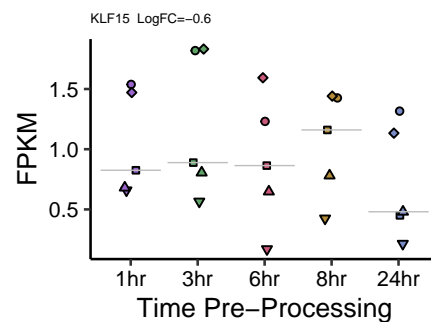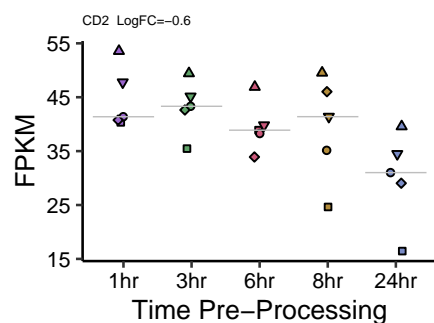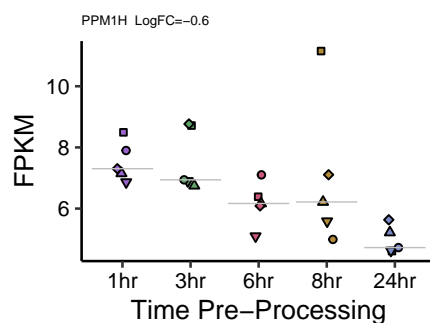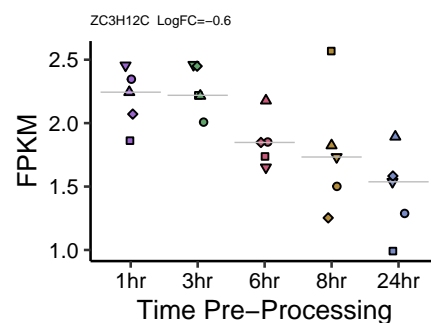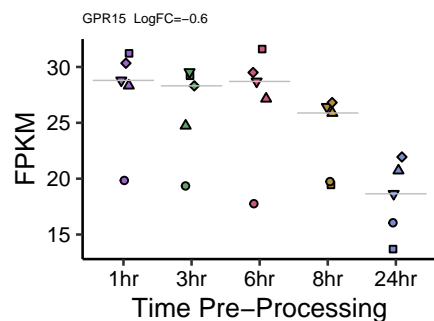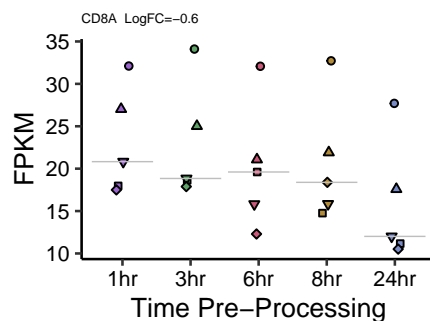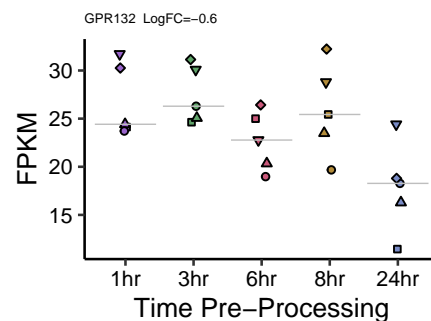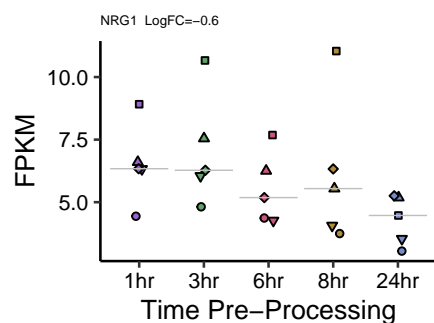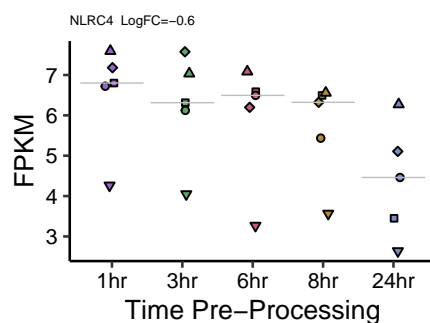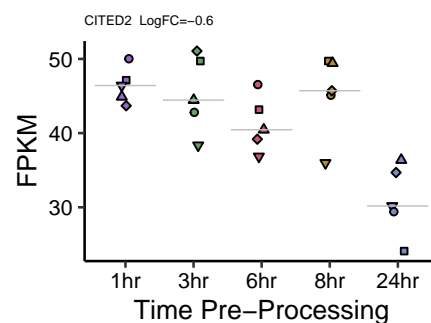

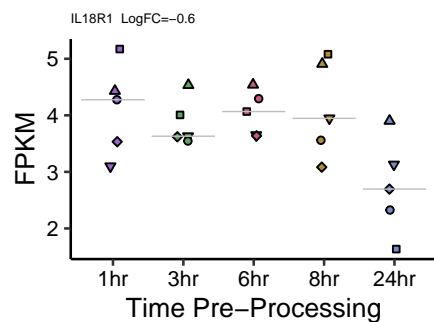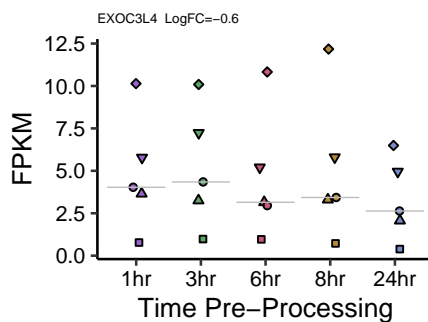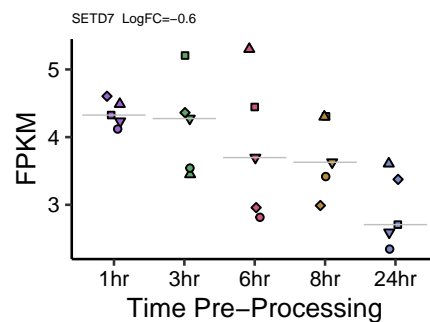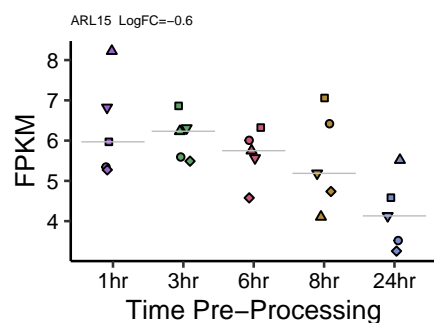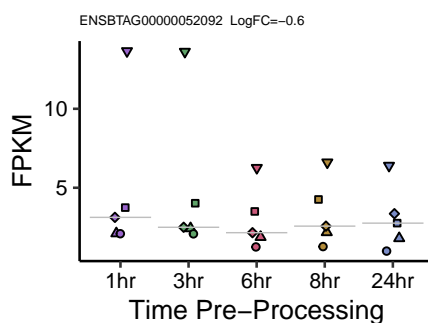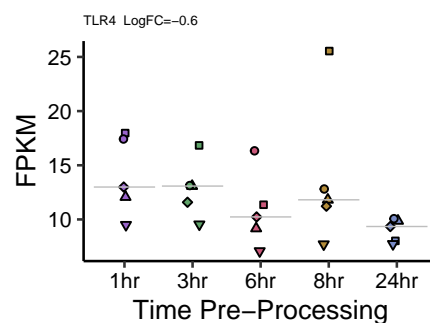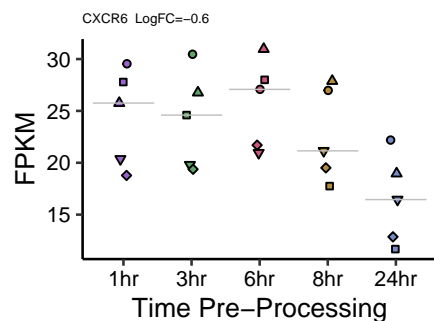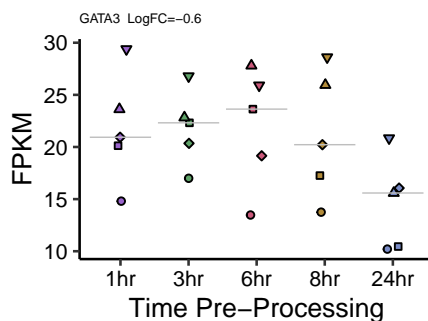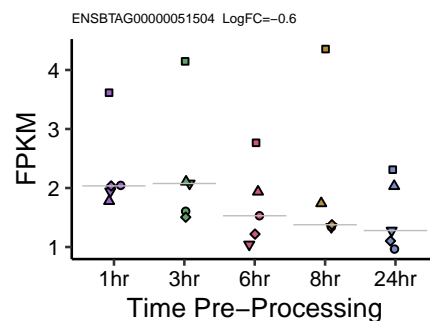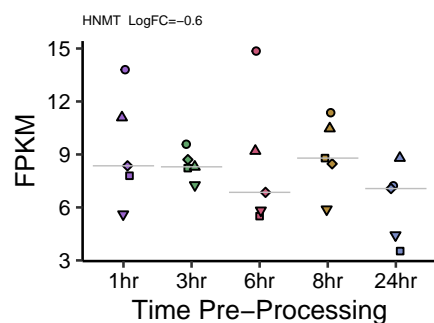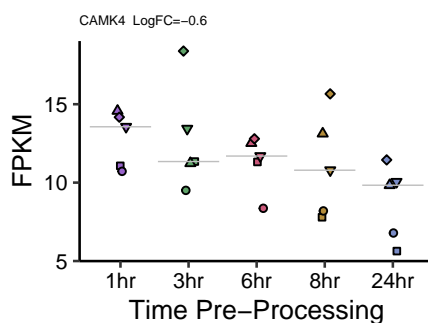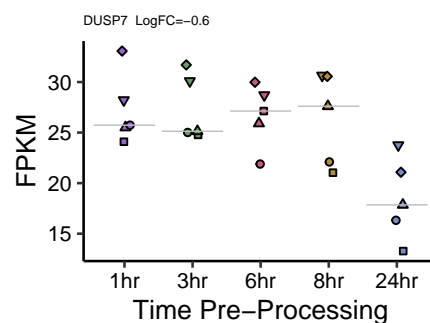

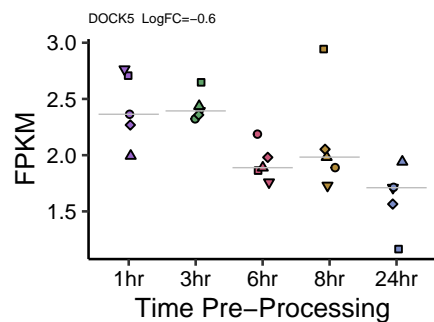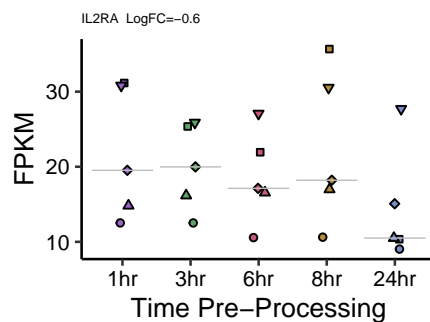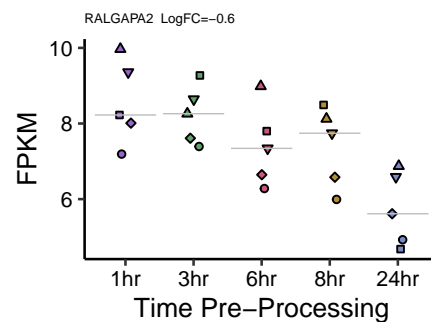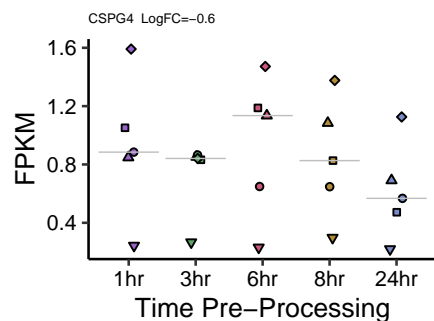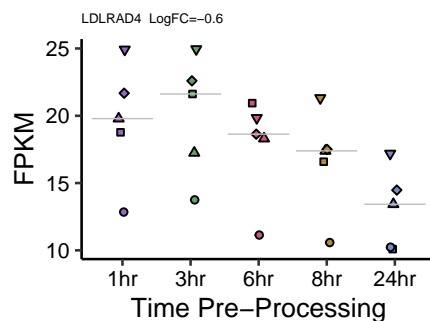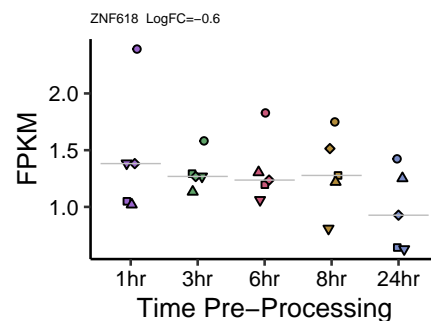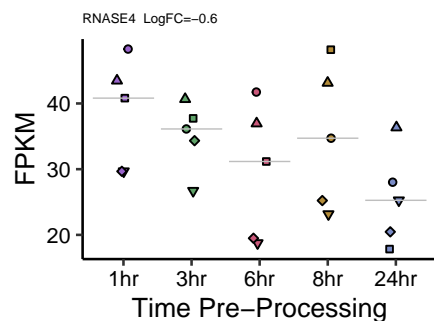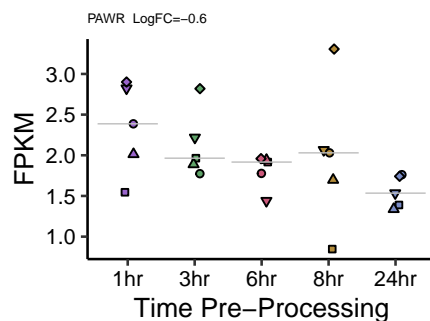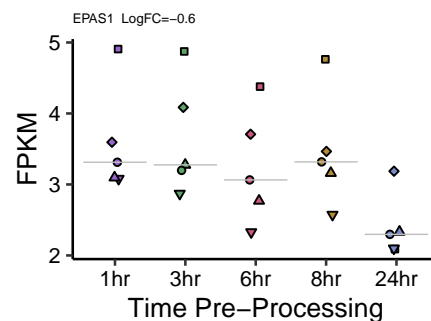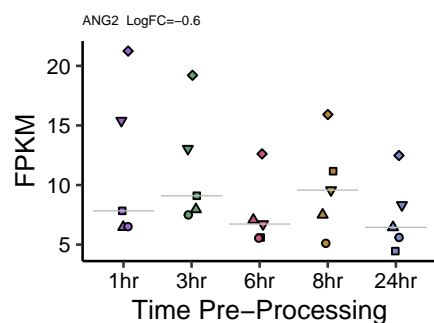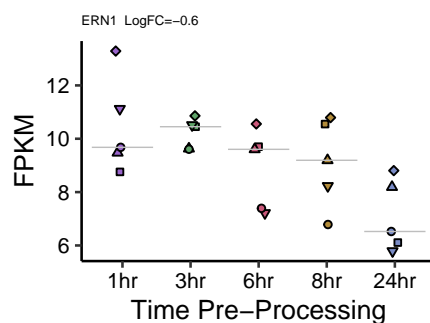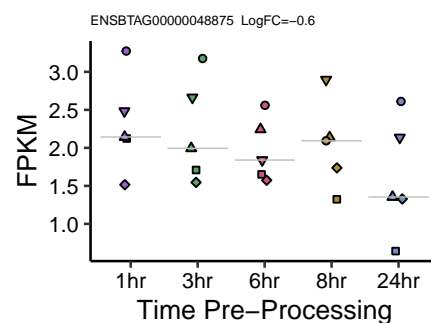

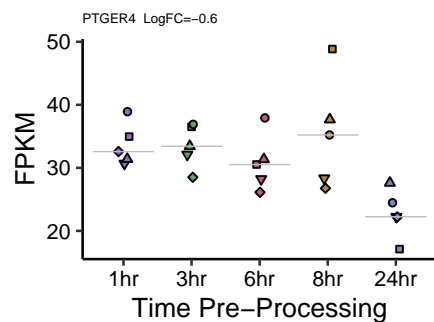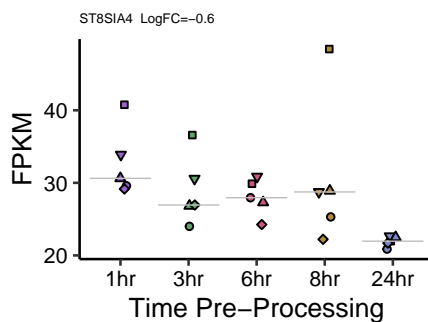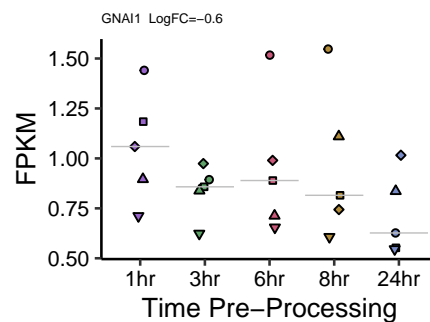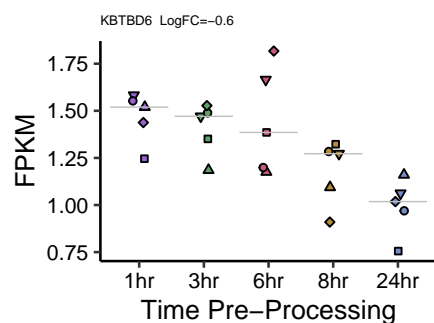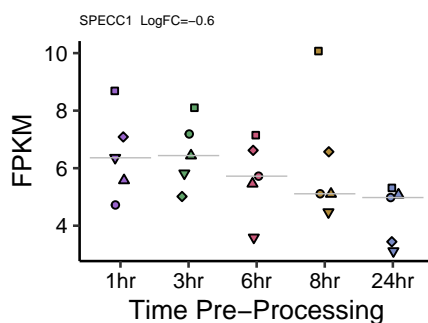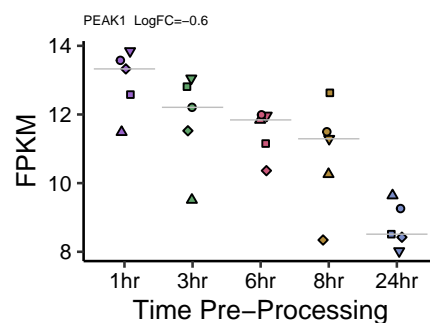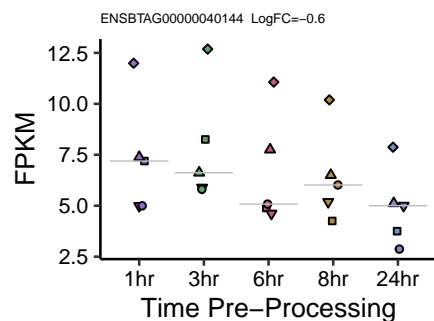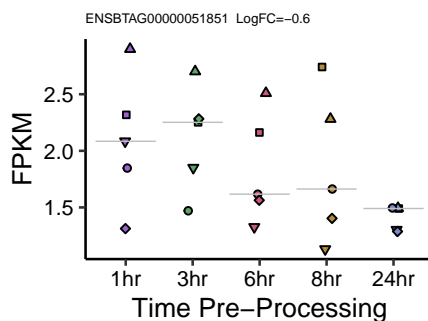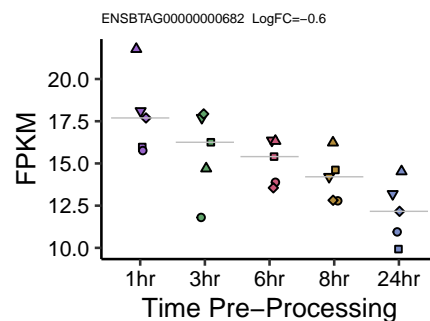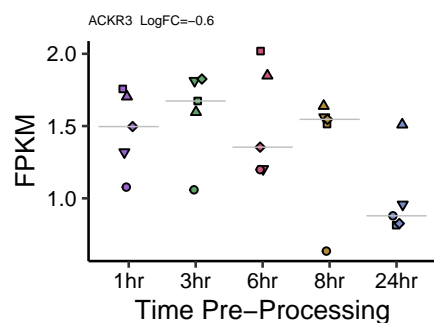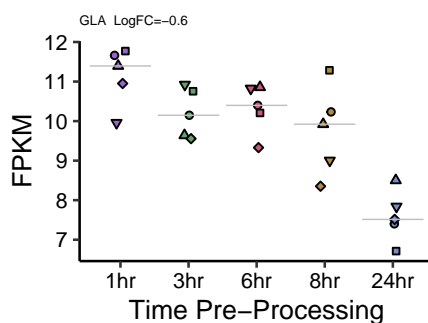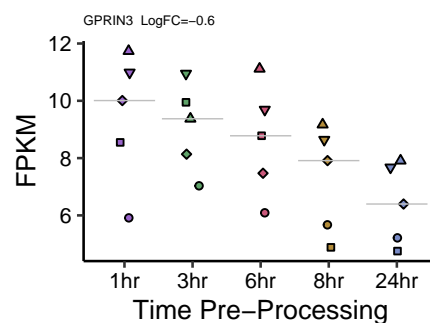

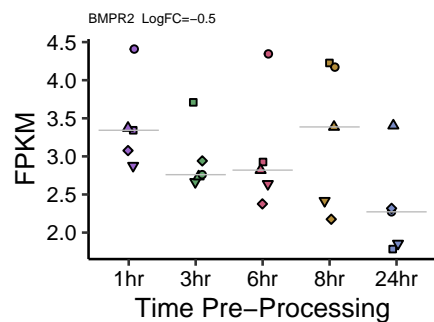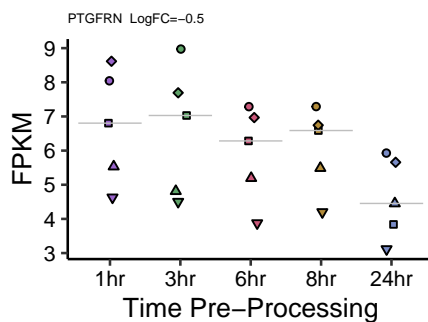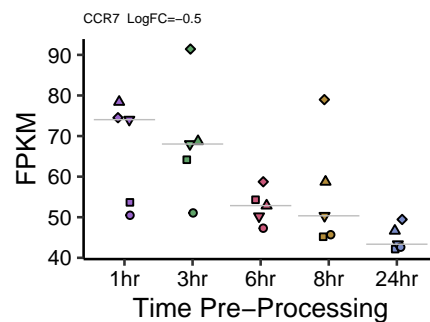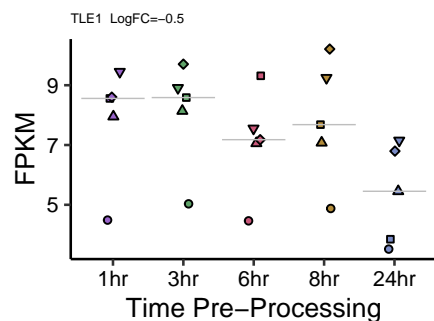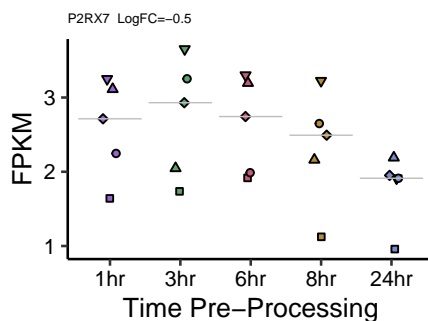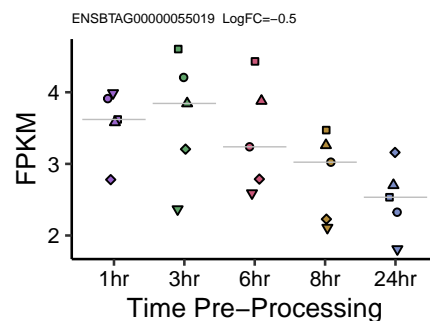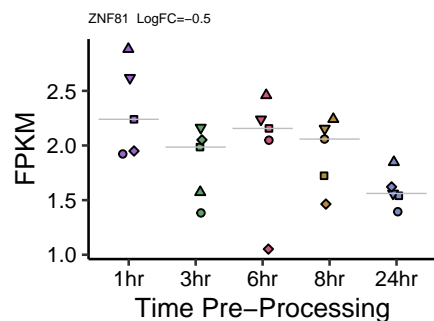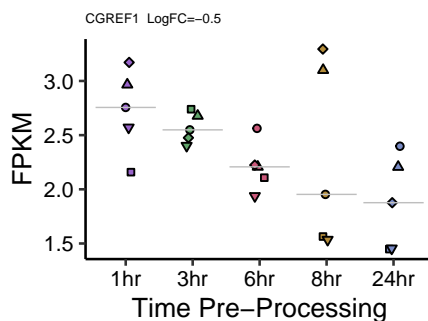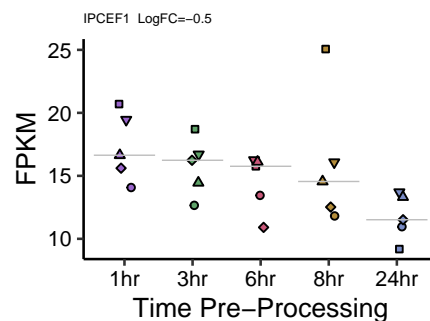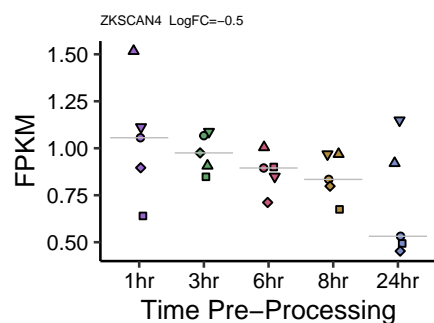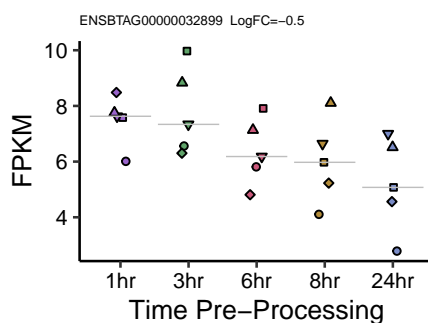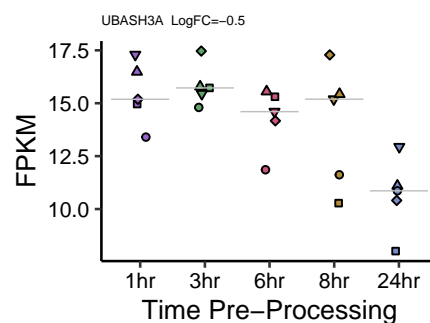

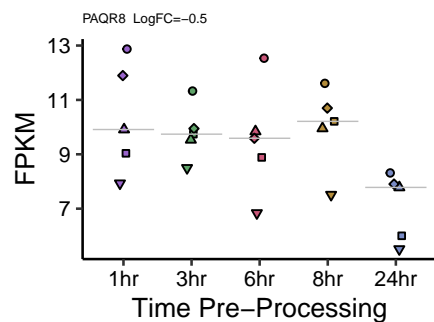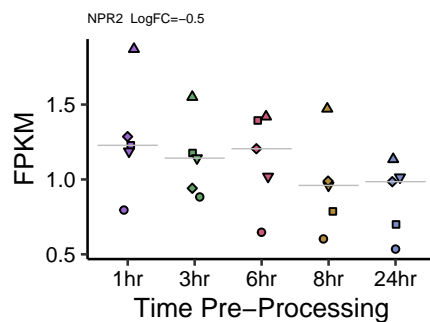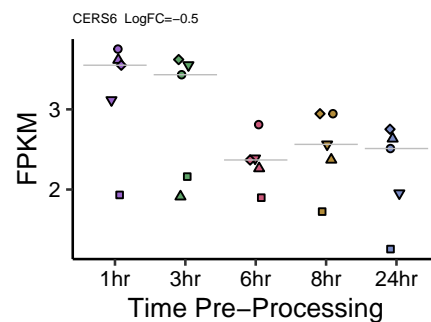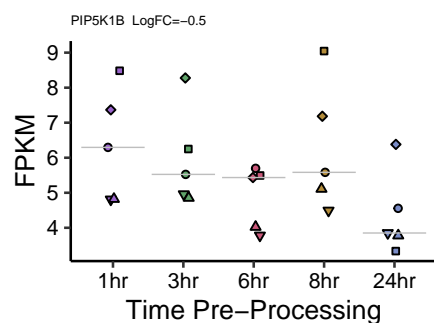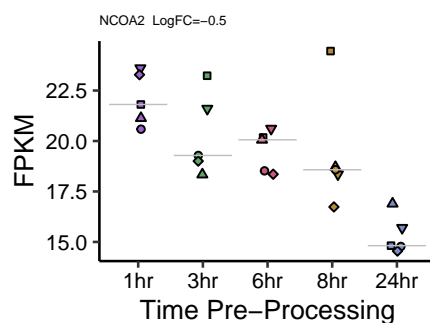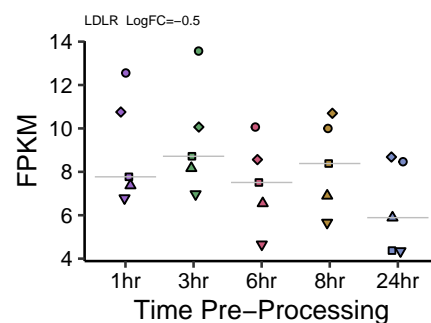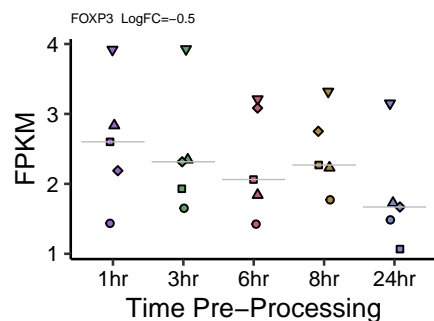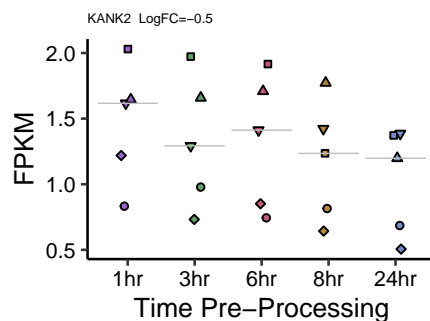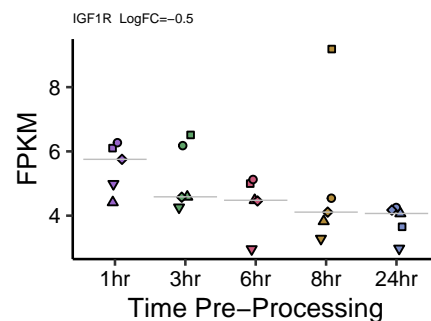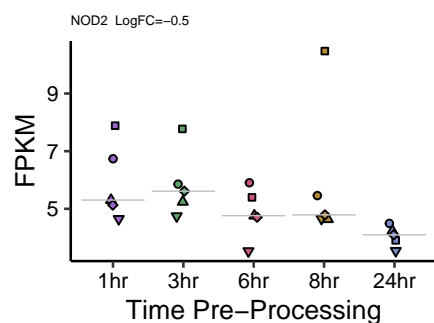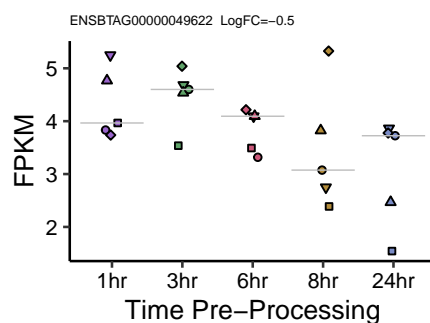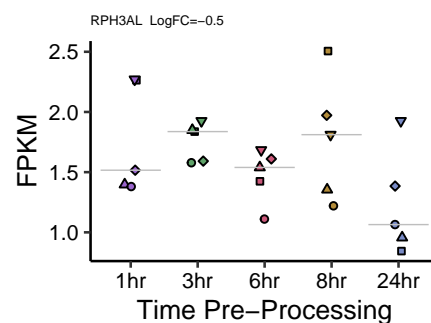

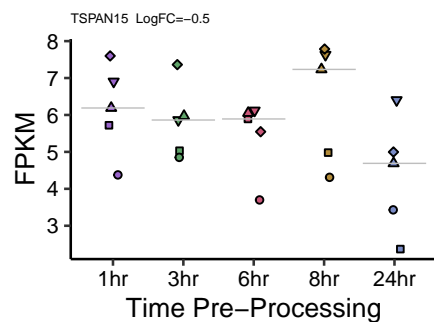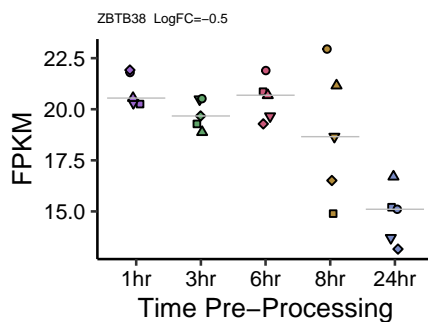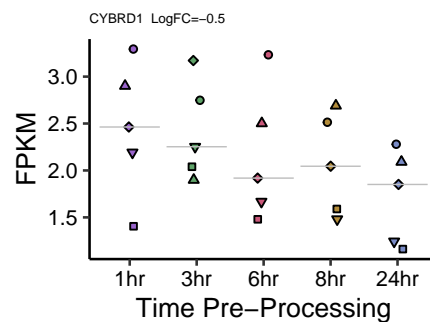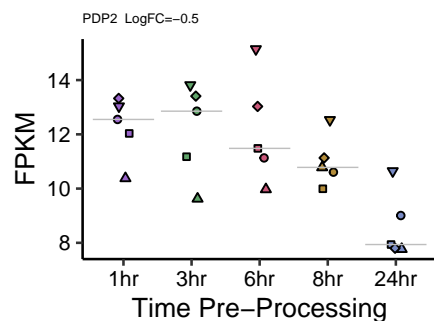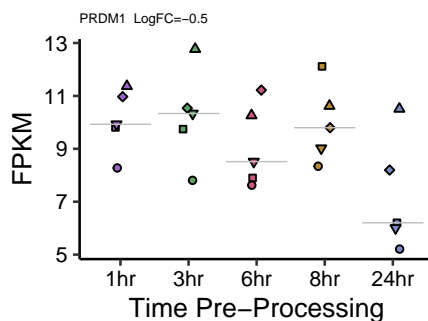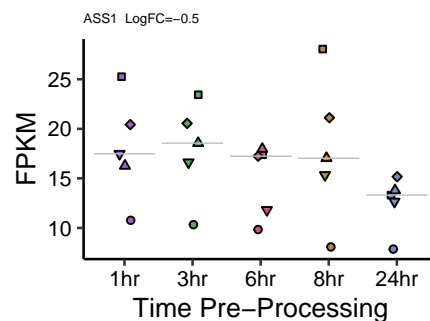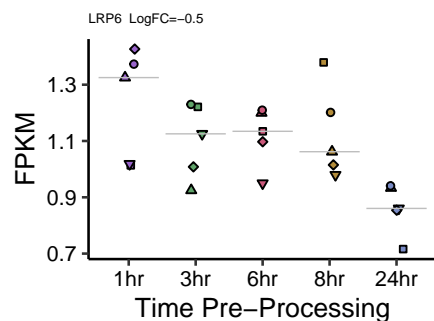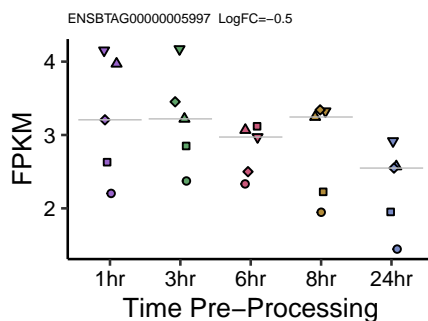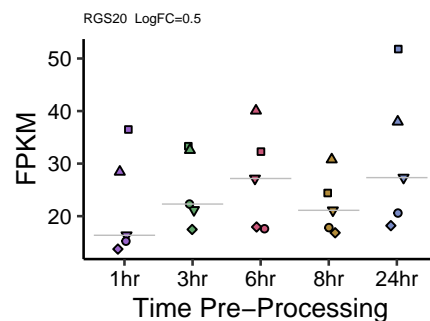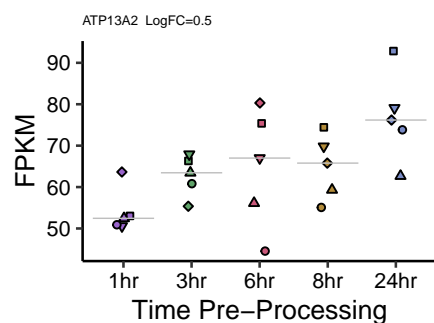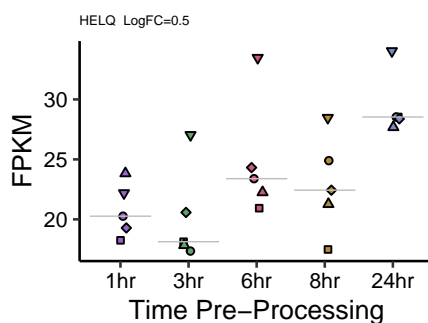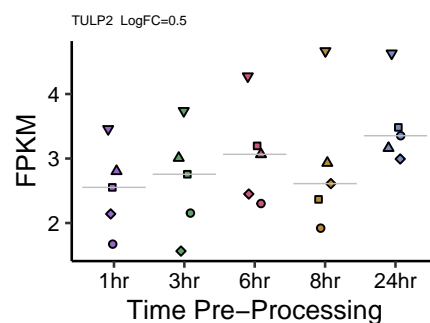

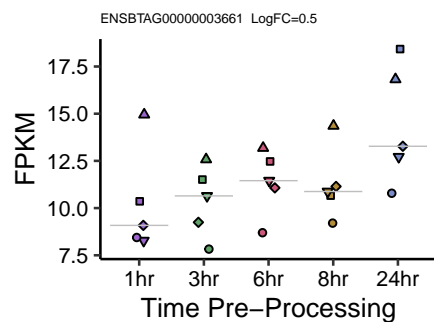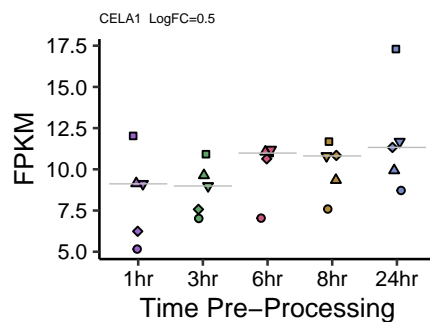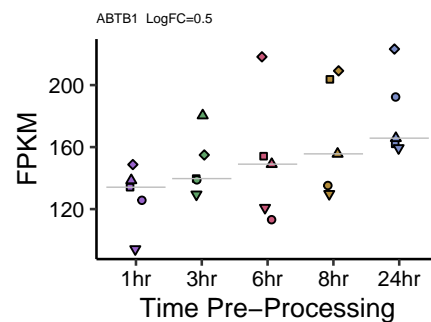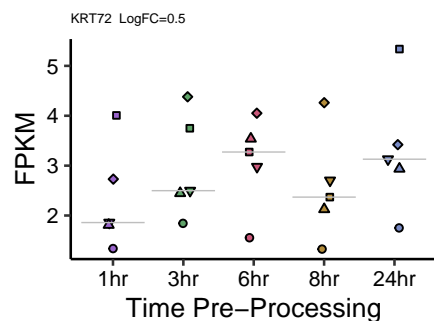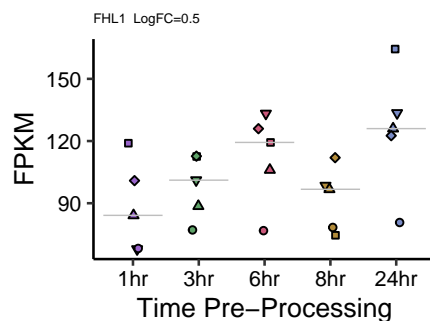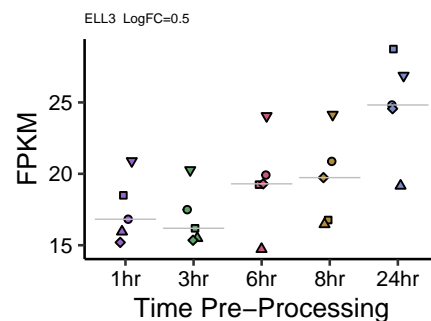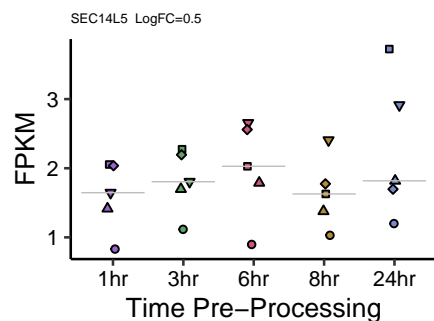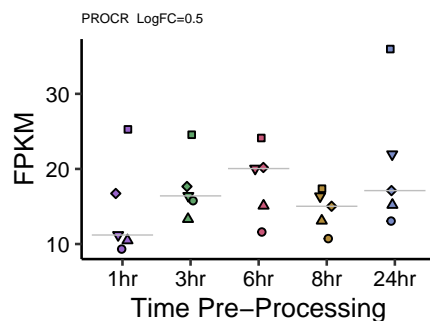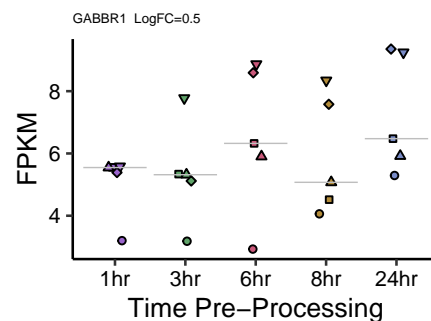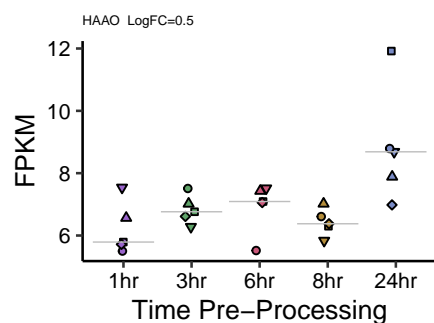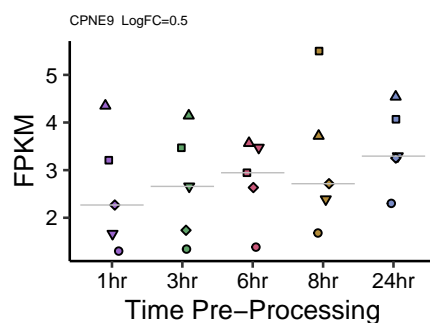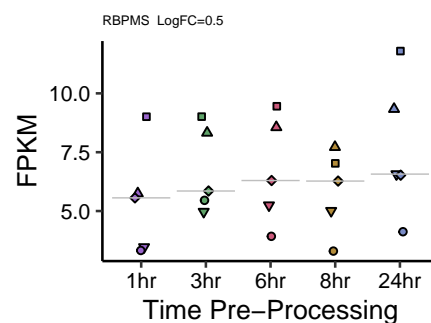

How the deposited data were processed for this re-analysis (not part of the article)

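RNA of PWBCs from 5 heifers was sequenced, and 15 libraries were used here: coccygeal blood processed at 1 h, jugular blood processed at 1 h and jugular blood stored for 24 h at 4 °C, with 5 libraries in each group. The authors trimmed the adapters, aligned the read pairs to ARS-UCD1.2 with hisat2, removed duplicates and counted fragments per Ensembl gene with featureCounts, and they deposited these counts for 27607 genes without normalization. According to the supplementary code the counting did not use the strand, so that fragments of overlapping or antisense genes, and of near-identical gene copies, could have been split. Of the 30 columns of counts, 15 were not used here, because neither the sample labels, which give storage times of 3, 6 and 8 h, nor the supplementary code could be joined to single columns. The vein, storage time and subject of the other columns came from the authors' supplementary code for Figs. 2 and 4, and so did the pairing of libraries by subject. The mean count of each group is between 52.9% and 58.3% of the read pairs that the paper reports for it.

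From the counts, edgeR 4.0.16 and DESeq2 1.42.0 were run in R 4.3.3. Genes with a CPM above 1 in 5 or more of the 15 libraries were kept, which left 13630 genes. The paper also filtered on FPKM, which was not applied here because gene lengths were used only for the genes in the supplementary tables. Each comparison was fitted on its own 10 libraries with the subject as a block: edgeR's quasi-likelihood test with library size as the only scaling, robust estimation and the fitting method of older versions of edgeR, and DESeq2's Wald test with its default independent filtering. The planned design followed the paper's in having all jugular libraries in one fit, of which those of 1 h and 24 h were the ones used here. A gene was taken as changed with a Benjamini-Hochberg adjusted p (FDR) under 0.05 in both tools and an absolute log2 fold change in edgeR above 0.5, which is the paper's rule. Fold changes in CPM of single subjects used a prior count of 2. The same steps were tested on simulated counts of 13630 genes drawn independently, 200 of them changed by 1 or 2 log2 units. Of the 200, 185 (92.5%) were called, each in the right direction, and 2.63% of the calls were unchanged genes. When none was changed, 0 genes were called. In the real counts the called genes had a median absolute log2 fold change of 0.62, a size that the simulation did not cover. Shifts shared by many genes of a library were not simulated either.

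Total counts ranged from 12412619 to 19492274 per library, so that 3 counts correspond to 0.154 to 0.242 CPM. Library totals and genes detected were compared by exact permutation tests, whose smallest two-sided p with 5 pairs is 0.0625. Correlations between veins used counts stabilized by DESeq2's variance stabilizing transformation.

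The genes named are those the paper names, the 5 called genes with the largest rise and the 5 with the largest fall at 24 h among those that changed the same way in all 5 subjects, the gene with the smallest p where a comparison had no called gene, and the called gene with the largest change in each gene ontology category. Genes singled out otherwise are said to have been chosen after their values were seen. Names, coordinates and transcript lengths came from the supplementary tables, which name 1807 genes in the parts used, and unnamed falls beyond a pair of identifiers are left out. A list of cattle genes of another assembly, ARS-UCD2.0, was given, but 0 of its identifiers matched the Ensembl identifiers of the counts and it was not used. Gene ontology enrichment was not recomputed, since the annotation behind it was not used here. Alternatives tried were TMM scaling, each tool alone, other thresholds on the fold change, no filter or a stricter one, estimation that is not robust or uses the newer fitting method, no replicate block, and each subject left out. Alternatives added after seeing the data were one fit of all 15 libraries, the coccygeal libraries as the baseline, DESeq2 without independent filtering, and edgeR alone without a filter, as well as every alternative for the total counts between veins and for the gene ontology categories. Read coverage along transcripts, RNA integrity and the samples stored for 3, 6 and 8 h were not analysed here.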

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

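The tests in this part on genes of the coccygeal libraries, on the libraries of subject D and on single genes of subjects C and E were chosen only after the results were seen. The count of other splits used edgeR alone without the filter, a combination also chosen after seeing the data.

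The paper reports no difference between the veins. A group of genes outside those it discusses nevertheless had many counts in the coccygeal library of subject B and few in the jugular libraries. ENSBTAG00000021466 had 324 CPM in the coccygeal library of subject B and 1.19 to 19.5 CPM in those of the other subjects, a gap that takes up 0.943 of the range of the 5 values. ENSBTAG00000013103 had 334 CPM in subject B and 1.37 to 14.6 CPM in the others (gap 0.960 of the range). Both lie above the critical value of Dixon's test for 5 samples. Both genes were singled out after their values were seen. To look beyond them, genes were picked in subject B alone, with at least 10 counts in the coccygeal library and a difference from the jugular library above 3 log2 units. This gave 114 genes, of which 10 passed the filter. Their summed abundance in subject B was 1621 CPM in coccygeal blood, 25.0 CPM in jugular blood at 1 h and 26.5 CPM in jugular blood at 24 h. In the other subjects, which played no part in the choice, the coccygeal and jugular sums at 1 h were 139 and 45.7 CPM in subject A, 83.8 and 49.6 CPM in subject E, 33.9 and 23.5 CPM in subject D and 34.9 and 29.2 CPM in subject C.

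Of the 114 genes, 92 were higher in coccygeal blood in subject A (80.7%), 69 in subject E (60.5%), 63 in subject D (55.3%) and 42 in subject C (36.8%), so that the pattern was not shared by all subjects. There were 20 genes that were higher in all 4 other subjects. Among 10000 random lists of the same size matched on abundance in jugular blood at 24 h, the highest number was 12 and the median 4, so that an error in the library of subject B alone is not enough to account for the pattern. A difference in library size does not account for it either, since the coccygeal to jugular ratio of total counts in subject B was 0.978. RNA from other cells in the coccygeal tubes, such as cells carried along when the vein is punctured, may be a source. If a single source fed all tubes, the genes would show the same relative amounts in each subject. The rank correlation across genes of the excess with that of subject B was 0.713 in subject A, 0.487 in subject E, 0.335 in subject D and 0.0353 in subject C, so that the test left this open: the amounts resembled each other in subject A and not in subject C, where there was little excess. No cell type was tested, because names were found for 1 of the 114 genes. A biological difference between the veins cannot be told apart from such RNA. Without the filter, edgeR alone gave 18 genes, all of them within the 114 genes, and 8 of the 18 were higher in coccygeal blood in all 5 subjects. With subjects A to E left out in turn, 10, 12, 30, 19 and 13 genes passed, of which 9, 2, 18, 16 and 12 were among the 18. Not all were higher in coccygeal blood: 9 of the 12 without subject B were, 25 of the 30 without subject C and 18 of the 19 without subject D. When the veins were swapped within subjects, 3 of the 16 possible splits, the real one included, gave at least 18 genes (the 2 others gave 36 and 20), so that the number of genes is not larger than other splits can give. A share under 0.05 is out of reach with 16 splits.

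The coccygeal and jugular libraries of subject D lay closest to each other, with r = 0.998. A library listed under both names would have the same counts, and the totals were 16761169 and 17227524. The reads of a library divided between both names would differ by sampling noise alone, and the median squared difference was 1.55 times that of sampling noise over 13885 genes. Whether the same material was prepared for both libraries cannot be told from this.

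ENSBTAG00000052658, 1 of the pair of genes the paper's code associates with fertility, was far higher in subject C than in the others, in jugular blood at 1 h (21.6 against 2.79 to 6.17 CPM, gap 0.820 of the range) and at 24 h (33.0 against 3.35 to 8.92 CPM, gap 0.812 of the range). A single aberrant library is not the explanation, since the coccygeal library of subject C was 3.87 times the next highest too. A difference between animals, such as a variant or a copy of the gene that the reference lacks, was not tested. ENSBTAG00000050871 had the largest fall of the called genes that fell in all 5 subjects. It was highest in subject E at 24 h (1.58 against 0.260 to 0.568 CPM, gap 0.766 of the range). The coccygeal library of subject E was 1.65 times the next highest, which again speaks for the animal rather than the library. The values at 24 h rest on 4 to 20 counts per library.

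In all, 105 groups of 5 values were looked at in this way and 5 exceeded the critical value, where chance gives 5.25. The 5 are not independent, since the pair of coccygeal genes had been chosen for their values and ENSBTAG00000052658 stood apart in subject C at both times, so that this number alone does not say whether a given gap is due to chance.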

How the results depend on the processing

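The alternatives were set before the data were examined, except for those said to have been added and for all alternatives applied to the total counts between veins and to the gene ontology categories, which were added after seeing the data. The replicates are the subjects, and each was left out in turn except for the correlations.

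The number of genes changed between 24 h and 1 h was 357. It was within 1.5 times of this with TMM scaling (357), no filter (368), at least 10 counts in every library (349), estimation that is not robust (367), the newer fitting method (356), edgeR alone (494) and DESeq2 alone (390). The share of higher genes among them was 56.6%, and 52.6% to 58.0% under these alternatives. Without the block (no replicate block) it fell to 27, of which 18 were higher. Without the threshold on the fold change it was 1292, and with an absolute log2 fold change above 1 it was 26. Across the 5 fits that each left out 1 subject it ranged from 155 to 392 genes, and without subject B fewer genes were higher (108) than lower (128). Among the alternatives added after seeing the data, one fit of all 15 libraries gave 390 genes with 184 higher and 206 lower, the coccygeal libraries as the baseline gave 251 with 120 higher and 131 lower, and DESeq2 without independent filtering gave 371. The cause of these shifts was not tested. The direction of the balance between higher and lower genes therefore depends on the baseline and on single subjects.

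For the veins, the coccygeal libraries as the baseline were not a setting. In each of the other settings 0 genes passed for the veins, including the 5 fits that each left out 1 subject (from 0 to 0 genes). An exception is edgeR alone without the filter, added after seeing the data, with 18 genes. In DESeq2, 2 genes had an FDR under 0.05 in one fit of all 15 libraries, also added after seeing the data, and 1 gene did without subject C, but none of these had one in edgeR. The number of genes with an unadjusted p under 0.05 in edgeR was 261, and 120 to 631 with a subject left out.

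The mean correlation between veins was 0.993 to 0.996 under the 3 alternatives run for it, which did not leave out subjects. So close to 1 it can move little, and this shows no stability. The differences in genes detected kept their direction and their p above 0.05 under each alternative; with a subject left out they ranged from 33 to 105.5 genes for the veins and from 38 to 138.5 genes for the storage times. The difference in total counts between storage times ranged from -1161630 to -330305 with a subject left out. That between veins, in fits added after seeing the data, ranged from -948193 without subject E, where its direction reversed, to 985655 without subject A. With 5 pairs the smallest p of these tests is 1 in 16, so that their p-values show no stability.

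For the log2 fold changes of the 41 named or listed genes that were tested, no direction reversed. TMM scaling and DESeq2 alone left each gene on its side of the thresholds. With no block 24 genes no longer passed and 1 passed in addition (H4C3). Without subject A 19 genes no longer passed, without subject D 9, without subject E 8, without subject B 5 and without subject C 3. A gene that no longer passed did not always change less. Without subject A, TLR4 went from -0.61 to -0.47, but H2AC21 stayed at 3.66 and H2BC14 went from 1.94 to 2.21. In that fit DESeq2 gave H4C14 and PROX2 no adjusted p, although it did with all subjects. Why each gene was lost was not tested. DESeq2 without independent filtering let 2 more genes pass.

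Depth limits the genes with few counts. DESeq2's independent filtering gave no adjusted p to 1322 of the 13630 genes, 4 of them genes that the paper names, and H2BC18 and H4C8 did not reach a CPM of 1 in enough libraries. The comparisons with samples stored for 3, 6 and 8 h, the trend over storage time, the early shift of the 24 h genes and the gene set test on histone genes were not run. The first of these need libraries that were not used here, and the histone genes with names are those the paper lists because they changed.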

Differences from the paper's values

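The paper's supplement marks 2544 genes with an FDR under 0.05 in DESeq2 between 24 h and 1 h, and 1446 genes were found here. The 2 tests differ in their libraries: the paper set its contrasts in a design with all jugular storage times, whereas 10 libraries were fitted here. Whether this accounts for the difference could not be tested. None of the alternatives set before the data were examined brought the number within 1.5 times of the paper's: it was 1446 with TMM scaling, with estimation that is not robust and with the newer fitting method in edgeR, which do not enter DESeq2, 1483 without the filter, 1435 with at least 10 counts in every library, 520 with no replicate block, and 742 to 1279 with a subject left out. Among the settings chosen after seeing the values, one fit of all 15 libraries gave 1742. The coccygeal libraries as the baseline gave 805, and DESeq2 without independent filtering gave 1428.

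The other counts lay within 1.5 times of the paper's. The paper gives 515 genes with differential abundance, 291 higher and 224 lower, and 357 were found here, 202 higher and 155 lower. The number closest to the paper's under any setting was 494, with edgeR alone.

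The paper lists H4C3, H2BC18, H2BU1, H4C14, H4C8, BSX, H3C6 and PROX2 among the genes with greater abundance at 24 h, and none of these met the criteria in both tools here. H4C3 met them without the filter and with no replicate block. It also met them in one fit of all 15 libraries, with the coccygeal libraries as the baseline and in DESeq2 without independent filtering, which were chosen after seeing the values. H3C6 met them in the same 3 added settings. H2BU1 met them only in one fit of all 15 libraries. With edgeR alone, H4C3, H2BU1, H4C14, BSX and H3C6 passed. PROX2 passed in none of the settings run. H2BC18 and H4C8 were left out by the filter, and without it DESeq2 gave them no adjusted p, while edgeR gave an FDR of 1.36e-05 and 0.00183. Each of the 8 genes was higher at 24 h.

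In the printed part of Supplementary Table S1, which follows the order of the identifiers, the paper's values call 47 genes. All 47 changed in the same direction here, 33 of them were called here, and 3 were called here that the paper's values do not call. The log2 fold changes of the 1626 genes compared differed by a median of 0.0024. Of the genes in the gene ontology lists that were tested, 36 of 57 higher and 92 of 132 lower genes were called here.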

Other observations

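The comparison with the coccygeal libraries as the baseline was added after the data had been seen; the other tests in this part were set before their results were seen.

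When the 1 h and 24 h libraries were swapped within subjects, the real split gave 357 genes and each of the 15 others gave 0, so that 1 of the 16 splits gave as many. A share under 0.05 is out of reach with 16 splits, although the real split stood apart. The number of genes with an unadjusted p under 0.05 in edgeR was 3893 in the real split and 62 to 1742 in the others. For the veins, 0 genes were found in all 16 of the 16 splits, which therefore say nothing about the real one. The number of genes with an unadjusted p under 0.05 was 261 in the real split and 176 to 1273 in the others.

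A single subject did not carry the changes at 24 h: of the genes called in 4 subjects, at least 89.7% changed the same way in the fifth, whichever was left out. The size of the change differed more. In the subject left out, the median share of the change found in the other 4 was 1.31 for subject A and 0.476 for subject C. Chance values of the jugular libraries at 1 h would lose much of the change against another baseline. Set against the coccygeal libraries at 1 h, which had no part in the calls, the 357 genes kept a median share of 0.931 of their log2 fold change and all 357 kept their direction. Only 167 of them were called against both baselines, and the 24 h libraries were the same in both, so that single calls can still depend on the values at 1 h. A response of the cells to storage, or another change during the 24 h, is thus consistent with a change shared between subjects, as a hypothesis that the tested technical explanations leave standing without deciding it. It cannot be told apart here from a breakdown of RNA, for which the test with transcript length was void. The paper compared read coverage along transcripts, which was not analysed here, and reports no indication of degradation, although RNA integrity was lower at 24 h.

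The absence of called genes between the veins does not come from a depth at which no gene can be called. In the same 10 libraries, a test of differences between the 5 subjects gave 4883 of 13630 genes (35.8%) at an FDR under 0.05 in edgeR. Differences between animals were thus found where differences between veins were not, although the tests differ in what they compare.

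Breakdown of RNA that removes long transcripts would lower long transcripts in every subject. The rank correlation across genes of the change at 24 h with transcript length was 0.01, -0.05, -0.07, -0.21 and -0.20 in subjects A to E, with a mean of -0.104 (exact sign-flip permutation test on 5 values, two-sided, p = 0.125). Between the veins, where storage did not differ, it ranged from -0.42 in subject E to 0.09 in subject B. Lengths were found for 1626 (11.9%) of the genes tested, so that the check is void for the whole set and leaves the explanation open. The paper's own comparison of transcript coverage found no sign of such breakdown.

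Most histone genes named by the paper are short, with H2AW (1509 nucleotides) as an exception. If short transcripts were counted more at 24 h, other short transcripts would rise as well. The median log2 fold change of 57 other transcripts of at most 800 nucleotides was 0.0510, against 1.18 for 13 histone genes, and the median was positive in 3 of 5 subjects. In single subjects the median of the short transcripts lay between -0.119 (subject B) and 0.188 (subject D). That of the histone genes lay between 1.045 (subject C) and 1.793 (subject D). For these 57 transcripts, the values argue against a higher count of short transcripts in general. The 57 come from the 11.9% of genes with a length, so that other short transcripts were not covered. Reads that move between near-identical histone copies would leave their sum unchanged. The summed abundance of the 13 genes rose in each subject, by a ratio of at least 2.22, but these genes were listed because they rose, so that the sum cannot decide. A rise of the histone transcripts in stored blood may be a response of the cells, which cannot be told apart here from reads that move between copies. Since the libraries were enriched for polyadenylated transcripts, the rise was seen only in histone transcripts of that kind. An effect of length is not ruled out beyond the 57 transcripts.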
